# Metformin Prevents and Reverses Inflammation in a Non-Diabetic Mouse Model of Nonalcoholic Steatohepatitis

**DOI:** 10.1371/journal.pone.0043056

**Published:** 2012-09-18

**Authors:** Yuki Kita, Toshinari Takamura, Hirofumi Misu, Tsuguhito Ota, Seiichiro Kurita, Yumie Takeshita, Masafumi Uno, Naoto Matsuzawa-Nagata, Ken-ichiro Kato, Hitoshi Ando, Akio Fujimura, Koji Hayashi, Toru Kimura, Yinhua Ni, Toshiki Otoda, Ken-ichi Miyamoto, Yoh Zen, Yasuni Nakanuma, Shuichi Kaneko

## Abstract

**Background:**

Optimal treatment for nonalcoholic steatohepatitis (NASH) has not yet been established, particularly for individuals without diabetes. We examined the effects of metformin, commonly used to treat patients with type 2 diabetes, on liver pathology in a non-diabetic NASH mouse model.

**Methodology/Principal Findings:**

Eight-week-old C57BL/6 mice were fed a methionine- and choline-deficient plus high fat (MCD+HF) diet with or without 0.1% metformin for 8 weeks. Co-administration of metformin significantly decreased fasting plasma glucose levels, but did not affect glucose tolerance or peripheral insulin sensitivity. Metformin ameliorated MCD+HF diet-induced hepatic steatosis, inflammation, and fibrosis. Furthermore, metformin significantly reversed hepatic steatosis and inflammation when administered after the development of experimental NASH.

**Conclusions/Significance:**

These histological changes were accompanied by reduced hepatic triglyceride content, suppressed hepatic stellate cell activation, and the downregulation of genes involved in fatty acid metabolism, inflammation, and fibrogenesis. Metformin prevented and reversed steatosis and inflammation of NASH in an experimental non-diabetic model without affecting peripheral insulin resistance.

## Introduction

Nonalcoholic steatohepatitis (NASH) refers to a stage within the spectrum of nonalcoholic fatty liver disease (NAFLD) characterized by hepatic steatosis, inflammation, and fibrosis, and is emerging as one of the most common liver diseases and a leading cause of cryptogenic cirrhosis [1].

While searching for clinical factors predicting outcomes from liver fibrosis, a key feature associated with the progression of cirrhosis and hepatocellular carcinoma, we found that tight glycemic control by diet or bolus-first insulin therapy ameliorated liver fibrosis [2]. Indeed, diabetes is an independent risk for the progression of liver fibrosis in hepatitis C [3]. Experimentally, diabetes accelerates the pathology of steatohepatitis in the type 2 diabetic rat model OLETF fed a methionine and choline-deficient diet [3]. These findings suggest that a diabetic state itself is an added risk for liver fibrosis. From this perspective, the insulin sensitizing anti-diabetic agent pioglitazone ameliorates NASH pathology in patients with type 2 diabetes [4]. However, the effects of pioglitazone on liver pathology seem only marginal in non-diabetic patients with NASH [5]. Furthernore, both vitamin E and pioglitazone failed to improve hepatic fibrosis in non-diabetic patients with NASH [6]. This study again stated that additional anti-fibrogenic therapy should be required in non-diabetic patients with NASH.

The anti-diabetic drug metformin restrains hepatic gluconeogenesis through pleiotropic effects including activation of AMP-activated protein kinase (AMPK) [7], suppression of glucose-6-phosphatase expression [8], and inhibition of mitochondrial oxidative phosphorylation [9], which may play a pivotal role in glucose and lipid metabolism in the liver [10], [11]. We previously performed a DNA microarray analysis on the livers of obese diabetic db/db mice 2 h after a single administration of metformin and showed that metformin altered the expression level of multiple genes linked to glucose and lipid metabolism in the liver [12]. *In vitro* studies suggest that AMPK suppresses proliferation and activation of hepatic stellate cells by inhibiting Akt, inducing antioxidant enzymes, and blocking the cell cycle [13], [14].

However, evidence for the use of metformin in the treatment of NAFLD is still limited to hepatic steatosis [15]–[17], and the effects of metformin on hepatic inflammation and fibrosis, key histological features of NASH, remains unclear. In the present study, we assessed whether metformin ameliorated and/or reversed inflammation and fibrosis in an experimental NASH mouse model without diabetes.

## Materials and Methods

### Ethics Statement

The animal study was carried out in accordance with the Guidelines on the Care and Use of Laboratory Animals issued by Kanazawa University. The protocol was approved by the ethical committee of Kanazawa University (Approval NO. 070816). All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering.

### Animal model and experimental design

Eight-week-old C57BL/6 mice were obtained and housed in a room under controlled temperature (25°C), humidity, and lighting (12/12-h artificial light/dark cycle). Animals were given free access to standard laboratory rat chow and tap water. C57BL/6 mice were divided into three experimental groups and fed for 8 weeks as follows: a) normal chow (NC, *n* = 10), b) methionine- and choline-deficient diet (MCD)+high fat (HF) diet (Oriental Yeast Co., Tokyo, Japan; MCD, fat 60%, *n* = 20), c) MCD+HF diet mixed with 0.1% metformin (MCD+Met, fat 60%, *n* = 25). In our previous study [3], we established a dietary rodent model of steatohepatisis associated with insulin resistance by feeding a methionine choline-deficient and high fat diet (MCD+HF). This model reveals only mild inflammation with no fibrosis at 4 weeks and develops intense lobular inflammation and perivenular and pericellular fibrosis prominently in liver at 8 weeks. Based on these time course findings, we fed MCD+HF for 8 weeks to create the advanced stages of steatohepatitis. We set the dose if metformin at 37.5 mg/kg of mouse weight, corresponding to 2250 mg/60 kg of human. Calculated from daily food intake and body weight of the mice fed the MCD+HF diet, we mixed metformin at 0.1% in MCD+HF diet. The weights and food intakes in each group of rats were recorded every week. All animal procedures were performed in accordance with the standards set forth in the Guidelines for the Care and Use of Laboratory Animals at the Takara-machi campus of Kanazawa University

Effects of metformin on advanced stages of nonalcoholic steatohepatitis were evaluated as follows. The MCD+HF diet was fed to 8 week-old C57BL/6 mice for 8 weeks to create an advanced non-alcoholic steatohepatitis model. Then, mice were divided into two experimental groups that were fed for 4 weeks as follows: d) MCD+HF (MCD, fat 60%, *n* = 10), e) MCD+HF diet mixed with 0.1% metformin (MCD+Met, fat 60%, *n* = 10).

### Blood sampling and analysis

Blood samples were obtained from the tail vein at 16 and 20 weeks of age under anesthesia after a 4-h fast. Blood glucose was determined by the glucose-oxidase method using Freestyle (Kissei, Nagano, Japan). Blood samples were centrifuged and plasma was frozen at −80°C for subsequent measurement of the plasma triglyceride, total cholesterol (TC), and insulin levels. Serum TC and triglyceride concentrations were determined by an enzymatic method using the Cholesterol E-test and Triglyceride E-test (Wako Pure Chemical Industries, Osaka, Japan). Plasma insulin levels were determined with an ELISA kit (Mercodia, Uppsala, Sweden).

### Evaluation of Insulin Sensitivity

After 8 weeks, mice in all groups underwent an oral glucose tolerance test after a 4-hour fast. Two grams of glucose per kilogram of body weight was administered orally. Blood was drawn from a tail vein at 0, 30, 60, and 120 minutes for measurement of plasma glucose concentrations. An intraperitoneal insulin tolerance test was per- formed after a 4-hour fast by intraperitoneal administration of 0.5 unit insulin per kilogram of body weight. Blood was drawn from a tail vein at 0, 15, 30, 45, 60, and 120 minutes for measurement of plasma glucose concentrations.

### Measurement of liver triglyceride levels

Mice were sacrificed, and liver weight and the triglyceride content in liver tissue were measured. To quantify hepatic triglyceride content, the liver was lysed with buffer from a commercially available kit (TG E-test; Wako) and disrupted by sonication. The triglyceride content of the homogenate was then determined with the above kit, according to the manufacturer's instructions.

### Histological evaluation and immunohistochemistry

After 8, 10, and 12 weeks on each diet, animals were sacrificed and their livers were fixed in 10% buffered formalin and embedded in paraffin. The severity of hepatic histologic changes was assessed in hematoxylin and eosin- and Sirius red stained samples and blindly scored by a single pathologist who was unaware of the treatments for mice. Steatosis, inflammation, and fibrosis were semi-quantitatively evaluated according to the standard criteria of NASH grading and staging with minor modifications [18]. The degree of steatosis was scored as the percentage of hepatocytes containing lipid droplets. Inflammation was scored as: 0, no hepatocyte injury and inflammation, 1, mild focal injury, 2, noticeable injury, and 3, severe zone 3 hepatocyte injury and inflammation. Fibrosis was scored as: 0, no fibrosis, 1, pericellular and perivenular fibrosis, 2, focal bridging fibrosis, 3, extensive bridging fibrosis with lobular distortion, and 4, cirrhosis. Images of the histological slices of Sirius red stain were analyzed and captured under 100× magnification. Further Area of their fibrosis was morphometrically and statistically analyzed with Image J and SPSS software [19].

Slides were immunostained with monoclonal mouse anti-human α-smooth muscle actin (α-SMA) (Dako, Kyoto, Japan). This was followed by use of the immunoperoxidase technique using an Envision kit (Dako). Further their area of α-SMA was morphometrically and statistically analyzed with Image J and SPSS software [19].

### Hydroxyproline Assay

Hydroxyproline content of the liver was measured by a spectrophotometric assay as an assessment of liver collagen content. Liver tissue was homogenized in ice-cold distilled water (1 mL) using a polytron homogenizer. Subsequently, 125 µL of 50% trichloroacetic acid was added, and the homogenates were further incubated on ice for 30 minutes. Precipitated pellets were hydrolyzed for 24 hours at 110°C in 6N HCL.

After hydrolysis, the samples were filtered and neutralized with 10N NaOH, and the hydrolysates were oxidized with Chloramine-T (Sigma) for 25 minutes at room temperature. The reaction mixture was then incubated in Ehrich's perchloric acid solution at 65°C for 20 minutes and cooled to room temperature. Sample absorbance was measured at 560 nm. Purified hydroxyproline (Sigma) was used to set a standard. Hydroxyproline content was expressed as micrograms of hydroxyproline per gram liver [20].

### Real-time quantitative PCR

Total RNA was extracted from each liver using the RNeasy Mini kit (Qiagen, Tokyo, Japan), as described previously [21]. Real-time quantitative polymerase chain reaction (PCR) was performed for transforming growth factor-β (*Tgfb*), α1(I) procollagen a2 (*Col1a2*), plasminogen activator inhibitor-1 (PAI-1: encoded by *Serpine-1* gene), sterol regulatory element-binding protein-1c (*Srebp1c*), fatty acid synthase (*Fas*), cytochrome P450 2e1 (*Cyp2e1*), apolipoprotein B (*Apob*), microsomal triglyceride transfer protein (*Mttp*) and hemeoxygenase (*Hmox1*) mRNA using the ABI Prism 7900 Sequence Detection System (Applied Biosystems, Foster City, CA, USA). The primer sets and TaqMan probes for *Col1a2*, *Serpine1*, *Fas*, *Cyp2e1*, *Apob*, *Mttp* and *Hmox1* are proprietary to Applied Biosystems (Assay-on-Demand gene expression product). The primer sets and TaqMan probes for *Tgfb* and *Srebp1c* were designed with Primer Express (ver. 1.5; Applied Biosystems). The forward primers were 5′-TTCCTGGCGTTACCTTGGT-3′ for *Tgfb* and 5′-GGGCAGCTCTGTACTCCTTCAA-3′ for *Srebp1c*. The reverse primers were 5′-GCCACTGCCGGACAACT-3′ for *Tgfb* and 5′-GCTAAGCTGTCCCGCAGGTA-3′ for *Srebp1c*. The TaqMan probes were 5′-TACGCCTGAGTGGCTGTCTTTTGA-3′ for *Tgfb* and 5′-AGCCAGCCTGGCCATCTGTGAGA-3′ for *Srebp1c*. The amount of DNA available for PCR in the different samples and target gene sequence expression were normalized with respect to the expression of an endogenous control, 18S ribosomal RNA (18S rRNA TaqMan Control Reagent kit; Applied Biosystems)(*Col1a2*, *Serpine1*, *Fas*, *Cyp2e1*, *Tgfb* and *Srebp1c*) and beta-actin (TaqMan Control Reagent kit; Applied Biosystems) (*Apob*, *Mttp*). The PCR conditions were one cycle at 50°C for 2 min and 95°C for 10 min, followed by 50 cycles at 95°C for 15 s and 58°C for 1 min.

### Western blotting

Western blotting was performed with iBlot Western Detection Kit (life technologies) as we previously reported [22]. The antibodies for PAI-1, FAS and APOB were purchased from Abcam.

### DNA microarray analysis

A DNA microarray analysis was performed with an Affymetrix GeneChip (Mouse Genome 430 2.0 Array; Affymetrix, Santa Clara, CA, USA). Briefly, 2 µg of total RNA was used as a template for cDNA synthesis with the GeneChip Expression 3′-Amplification One-Cycle cDNA Synthesis kit (Affymetrix), and biotin-labeled cRNA was synthesized with GeneChip Expression 3′-Amplification Reagents (Affymetrix). After generating the hybridization cocktails, hybridization to the DNA microarray and fluorescent labelling were performed with a GeneChip Hybridization Wash and Stain kit (Affymetrix). The microarrays were subsequently scanned with the GeneChip Scanner 3000 MegAllele System (Affymetrix). Our DNA chip data was accepted as approval number GSE35961 in GEO (Gene Expression Omnibus).

### Microarray data analysis

Data analysis was conducted with the GeneChip Operating System 1.1 (Affymetrix). Detection, signal, signal log ratio, and change were obtained from the GeneChip Operating System (GCOS) with default settings after global normalization was performed to make the average intensity of all probe sets equal to 100. The fold-change value was calculated from the signal log ratio. Probe sets with expression changes labelled as change call “I” or “D” by GCOS were referred to as “regulated probe sets.” “Regulated probe sets” with more than a 1.5-fold difference in expression were extracted to choose differentially expressed probe sets among the 45,101 probe sets represented on the array. Among them, the probe sets showing significant expression changes (p<0.05; Student's *t*-test) in the analysis of individual samples (*n* = 4) were chosen for further analysis.

Principal component analysis (PCA) or hierarchal clustering was performed with Spotfire DecisionSite 9.1 (Spotfire, Somerville, MA, USA).

### Canonical pathway analysis/gene-to-gene network analysis

Canonical pathway and gene-to-gene network analyses were performed using Ingenuity Pathways Analysis (ver. 5.5.1; Ingenuity Systems, www.ingenuity.com, Redwood City, CA, USA). The extracted data set containing differentially expressed probe sets and corresponding values of the signal log ratio was uploaded into the application. Each probe set was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base.

A canonical pathway analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most significant to the differentially expressed genes. Genes that were associated with a canonical pathway in the Ingenuity Pathways Knowledge Base were considered for analysis. The significance of the association between the genes and the canonical pathway was measured in two ways: 1) the ratio of the number of genes from the data set that map to the pathway divided by the total number of genes that map to the canonical pathway is displayed, and 2) Fischer's exact test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway was explained by chance alone. Canonical pathways associated with the differentially expressed genes were extracted with the calculated p-value cut-off of 0.05.

### Statistical analysis

All results are expressed as the mean ± standard error of the mean. Data were analyzed using a one-factor analysis of variance to compare the means of all groups. Between-two group differences in continuous variables were assessed by a univariate analysis with Student's *t*-test. One-way ANOVA was used for the comparison of more than two groups, followed by Tukey-Kramer post hoc test. P-value<0.05 was considered to indicate statistical significance. All calculations were performed with the Stat View software (ver. 5.0; SAS Institute Inc., Cary, NC, USA).

## Results

### Metabolic parameters

Body and liver weights and lipid levels after 8 weeks in each group are shown in Table 1. Co-administration of metformin did not affect body weight, physical appearance, or behavior of the mice. Amount of food consumption was also unchanged between MCD+HF groups and MCD+HF+Met groups. Metformin significantly decreased the liver weights in mice that received the MCD+HF diet (p<0.05, vs. mice fed MCD+HF diet) without affecting body weight. Co-administration of metformin increased serum TC levels. Metformin decreased fasting blood glucose levels without affecting serum insulin levels (Table 1). We conducted intraperitoneal glucose and insulin tolerance tests at 8 weeks to evaluate the effect of metformin on glucose tolerance and insulin sensitivity, respectively (Fig. 1). Although basal glucose levels were significantly lower in mice treated with metformin, the glucose increase after a glucose challenge and the glucose decrease after an insulin challenge did not differ between the groups. These findings suggest that metformin exerts a minimum effect on glucose tolerance and insulin sensitivity in this non-diabetic mouse model of steatohepatitis.

**Figure 1:**
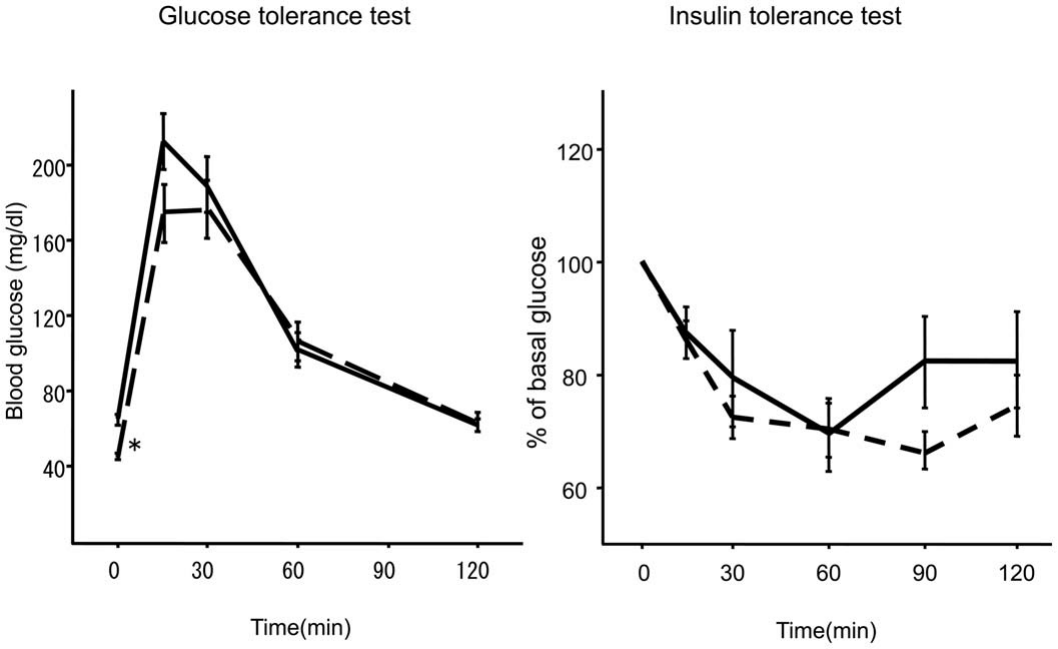
Intraperitoneal glucose tolerance test (A) and insulin tolerance test (B). Black line, methionine- and choline-deficient+high fat diet (MCD+HF, *n* = 15). Short dashed line, MCD+HF diet mixed with 0.1% metformin (MCD+Met; *n* = 20). *p<0.05, vs. MCD+HF diet group.

**Table 1:** Metabolic parameters in the methionine- and choline- deficient (MCD) diet-induced mice of nonalcoholic steatohepatitis after 8 weeks of metformin (Met) treatment.

Parameters	MCD+HF	MCD+HF+Met
Body weight (g)	15.2±0.2	14.6±0.3
Liver weight (mg)	811±31	638±33*
Food consumption (mg/day)	214±15	204±43
Fasting blood glucose (mg/dL)	63.7±8.9	51.1±4.7*
Fasting serum insulin (pg/mL)	495±17	550±44
Fasting serum triglycerides (mg/dL)	47.9±3.2	49.8±2.6
Serum total cholesterol (mg/dL)	20.8±0.8	47.4±1.9*

Data are means ± standard error of the mean.

* p<0.05 versus untreated Met diet fed mice.

### Metformin ameliorates liver pathology in a NASH dietary mouse model

The histological findings at 8 weeks of treatment are shown in Fig. 2A and B. The MCD diet caused marked macrovesicular steatosis with focal lymphocytic infiltration, hepatocellular drop-outs, intense lobular inflammation, and prominent perivenular and pericellular fibrosis in zone 3 of the 8-week-old mice livers. The histological score based on the current diagnostic criteria at 8 weeks of treatment is summarized in Fig. 2D. Co-administration of metformin significantly ameliorated the MCD diet-induced steatosis, inflammation, and fibrosis. Moreover, metformin inhibited the elevation of hepatic hydroxyproline contents induced by MCD+HF diet (Fig. 2E). In addition, metformin decreased the positive area of Sirius Red stain, a representative staining for the connective tissues (Fig. 2F). Indeed, metformin treatment significantly improved MCD diet-induced hepatic triglyceride accumulation in C57BL/6 mice (Fig. 2G).

**Figure 2:**
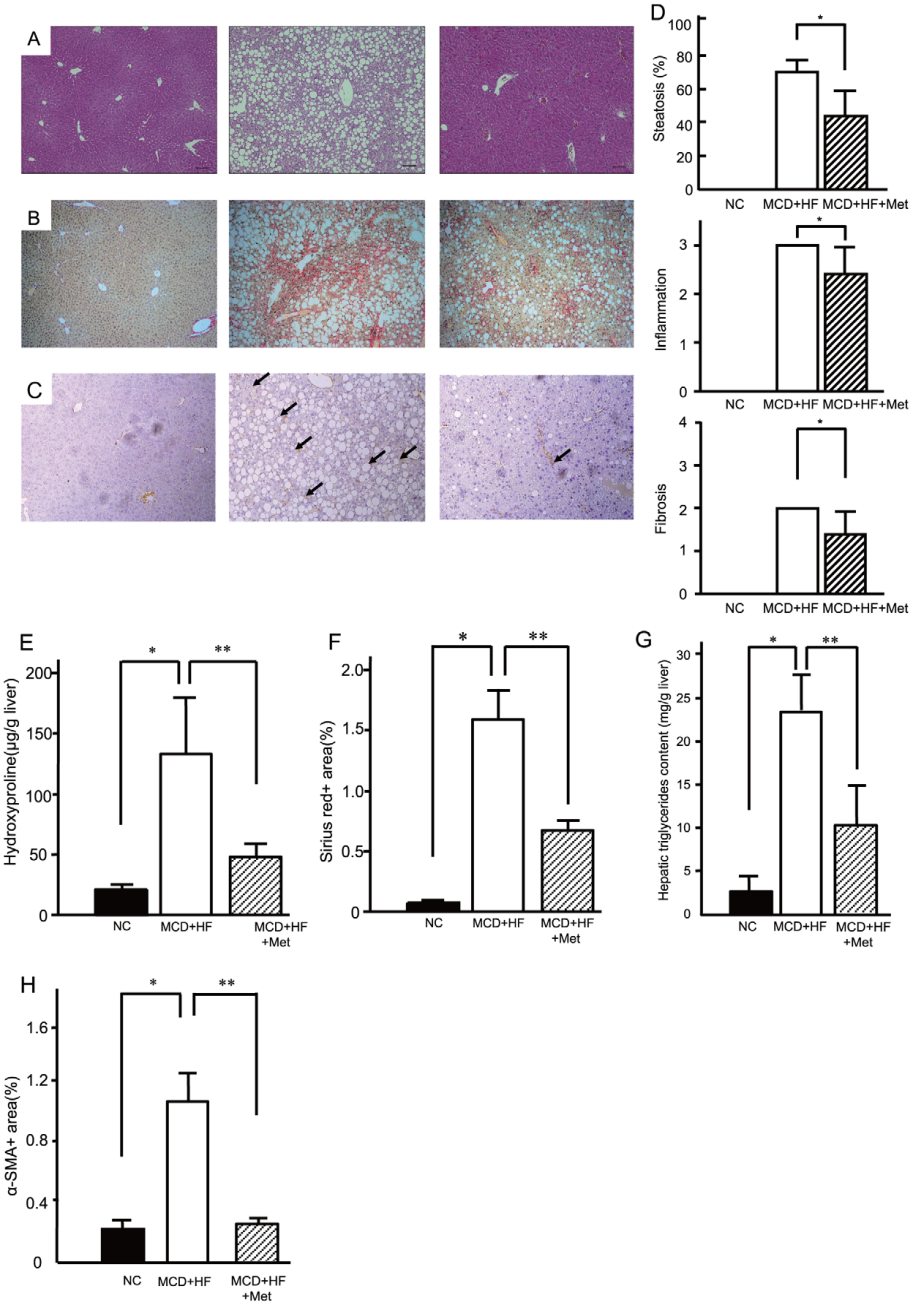
Metformin ameliorated the pathology in a non-alcoholic steatohepatitis dietary model. Representative photomicrographs show the effects of normal chow (NC, *n* = 10), the methionine- and choline-deficient+high fat diet (MCD+HF, *n* = 15), and the MCD+HF diet mixed with 0.1% metformin (MCD+HF+Met; *n* = 20) on the liver histology in C57BL/6 mice. Mice were fed the diets for 8 weeks. Paraffin-embedded sections were stained with (A) hematoxylin and eosin or (B) sirius red and (C) immunohistochemically stained with anti-α-smooth muscle actin. Bar, 20 µm. Original magnification, ×100. (D) Blinded observers scored the hematoxylin-and-eosin-stained sections for steatosis and inflammation severity; azan-stained samples were scored for fibrosis. The scoring criteria are described in the Materials and Methods. Values are means ± standard error of the mean. *p<0.05, vs. MCD+HF diet group. (E) Hepatic hydroxyproline (F) morphometric analysis of liver fibrosis of sirius red stain (G) Metformin improved hepatic triglyceride content in diet-induced non-alcoholic steatohepatitis model mice. (H) Area of α-SMA. Black bar, normal chow (NC, n = 10). White bar, the methionine- and choline-deficient+high fat diet (MCD+HF, *n* = 15). Mosaic Bar, the MCD diet mixed with 0.1% metformin (MCD+HF+Met; *n* = 20). Values are the mean ± standard error. *p<0.05, vs. normal chow. **p<0.05, vs. the MCD+HF diet group.

### Metformin decreases activated stellate cells and downregulates mRNA expression of fibrogenic genes in a NASH dietary mouse model

We performed an immunohistochemical analysis of α-SMA after 8 weeks to investigate the activation of hepatic stellate cells, which play central roles in liver fibrosis. Representative photomicrographs of liver sections stained with anti-α-SMA antibody are shown in Fig. 2C. Activated stellate cells, which express α-SMA and are therefore also called myofibroblast-like cells, showed prominent proliferation in the liver of mice fed the MCD diet. Metformin treatment reduced α-SMA-positive cells in the livers of mice that received the MCD diet (Fig. 2H).

### Global gene expression profile in the livers of individual mice

This analysis identified 792 genes that showed at least a 1.5-fold difference in expression following metformin treatment. 

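Gene expression was measured in the livers of 12 mice with Affymetrix oligonucleotide arrays that cover the mouse genome, with 1 array per mouse and 4 mice per group after 8 weeks of feeding. The groups were normal chow (NC), the MCD+HF diet, which lacks methionine and choline and is rich in fat, and the same diet with metformin added at 0.1% (MCD+HF+Met). The methods give 4 animals per group for the arrays and the results give 15 animals for the clustering; 12 arrays were analysed here. On these arrays each transcript is read by a probe set, a group of short probes with 1 summary signal, and the table held 45101 of them. The authors obtained the signals from GCOS, the scanner's software, and scaled every array to an average of 100 on a linear scale. The detection and change calls of GCOS were not used here. From there, 10 was added to each signal, log2 was taken, and the 22830 probe sets with a mean signal of at least 20 were tested with limma in 1 model of the 3 groups. The threshold was an adjusted p under 0.05 after Benjamini-Hochberg adjustment. Changes are therefore on the log2(signal + 10) scale, which understates those of dim probe sets. Of the probe sets tested, 19659 named a single gene, and each of the resulting 11172 genes was represented by its brightest probe set. A total of 36 lists of genes of known function or cell type, fixed before the data were examined, were tested with camera, which compares a list with the other genes at a preset correlation of 0.01 between genes. Pairs of arrays of the same group had median correlations across probe sets of 0.976 (NC), 0.981 (MCD+HF) and 0.975 (MCD+HF+Met), against 0.970 between MCD+HF and MCD+HF+Met and 0.899 between NC and MCD+HF. The p-values measure the spread between mice, and the number of arrays limits their precision.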

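In the livers of mice fed the MCD+HF diet, metformin treatment lowered more transcripts than it raised. At an adjusted p under 0.05, 504 probe sets fell and 282 rose, 786 or 3.44% of those tested, and 539 of the 786 differed at least 1.5-fold. Counted as genes, 261 fell and 183 rose. Among the largest falls were genes of macrophages, with Gpnmb, a glycoprotein of lipid-laden macrophages, at a signal of 1708 ± 744 (SD, n = 4 mice) on the MCD+HF diet and 190 ± 37.9 (SD, n = 4) with metformin, against 9.57 ± 5.95 on normal chow. Its log2 change with metformin was -3.01 (standard error 0.28, adjusted p = 9.2e-05 from limma). Mmp12, the macrophage elastase, fell by 2.39 on the log2 scale (adjusted p = 0.00185) and Trem2, a receptor of lipid-associated macrophages, by 1.89 (adjusted p = 0.00382). Il7r, the interleukin 7 receptor of lymphocytes, dropped from a signal of 174 ± 73.9 to 31.8 ± 4.67 (adjusted p = 3.8e-04). Cidea, a protein of lipid droplets, dropped from 114 ± 52.8 to 16.2 ± 6.09 (adjusted p = 0.00131). Among the largest rises was that of Mbl2, the mannose-binding lectin that hepatocytes secrete. Its signal rose from 76.0 ± 11.9 to 529 ± 126 (log2 change 2.63, standard error 0.15, adjusted p = 2.1e-07), against 4272 ± 73.0 on normal chow. C9, a terminal component of complement, rose from 364 ± 136 to 1104 ± 373 (adjusted p = 0.00199), and Gldc, the glycine-cleaving enzyme of mitochondria, from 133 ± 25.9 to 376 ± 144 (adjusted p = 0.00207). Nupr1, a nuclear protein induced by stress, had a log2 change of 2.10 (adjusted p = 0.00117) and Sprr1a, a small proline-rich protein, 2.60 (adjusted p = 0.00839). Under the methods' rule of a 1.5-fold difference with an unadjusted p under 0.05 from the methods' t-test, 898 probe sets were chosen, 218 higher and 680 lower with metformin, and 539 of them were also called by limma. Without MCD+HF replicate 2, limma called 254 probe sets, and without MCD+HF+Met replicate 2 it called 297.

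**Figure D1:**
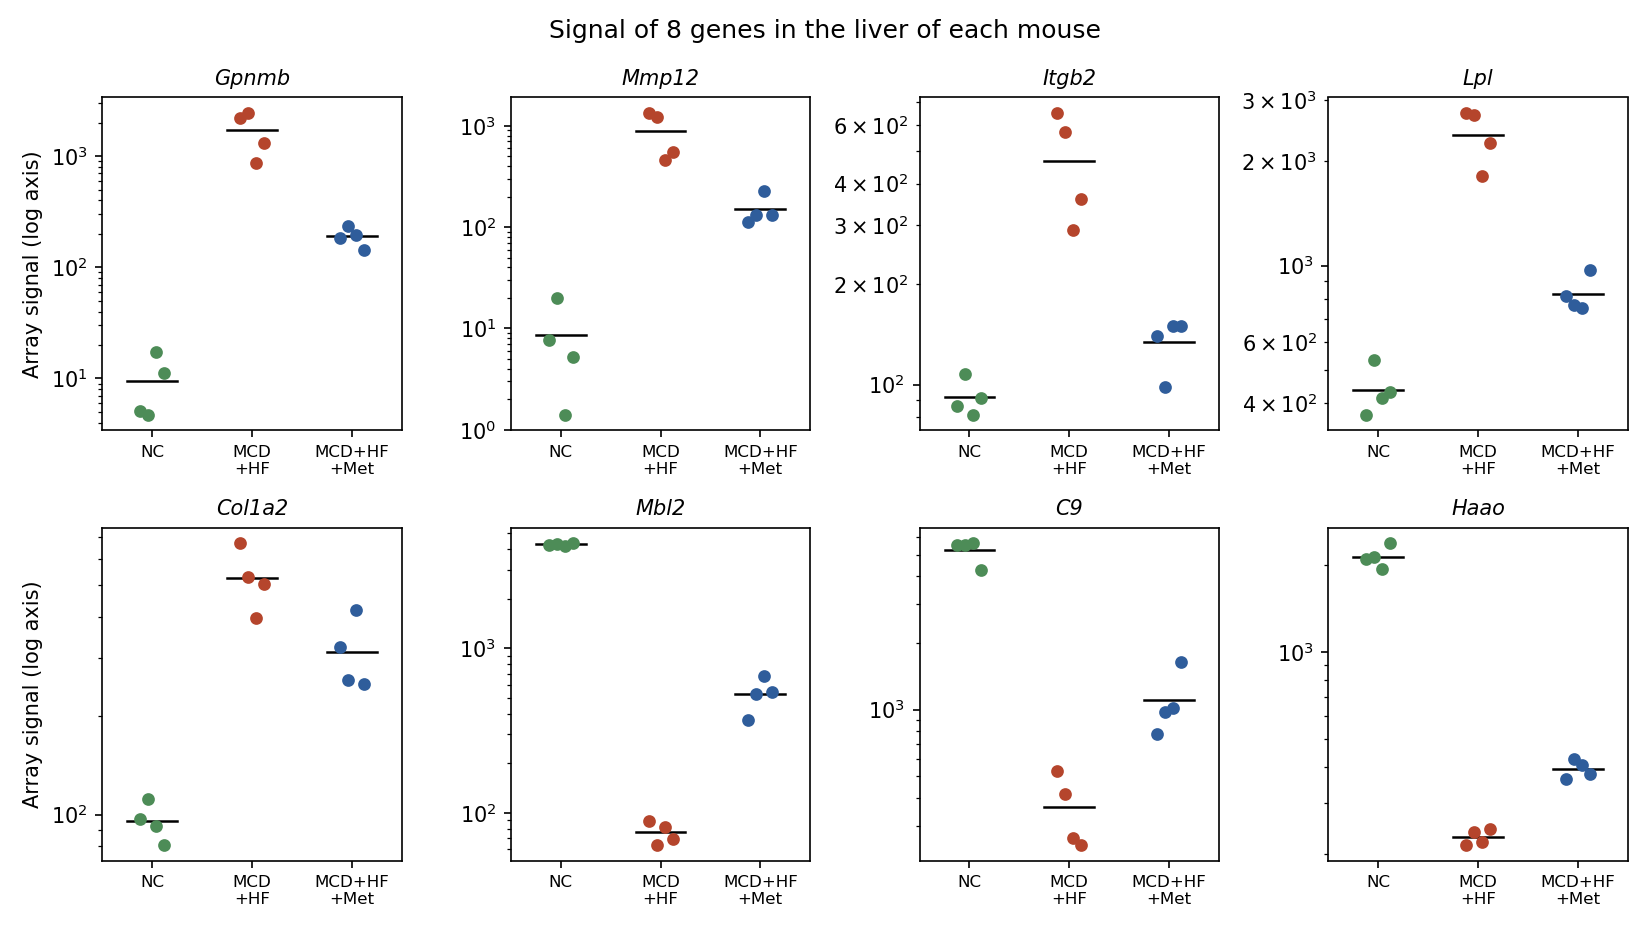
Array signal (log axis) of 8 genes in the liver of each mouse, by diet; each point is 1 mouse and the black line is the mean of the 4 mice of the group. Gpnmb, Mmp12, Itgb2, Lpl and Col1a2 were lower with metformin than on the MCD+HF diet alone, and Mbl2, C9 and Haao higher, with the mean of Mbl2 at 529 against 76.0.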

We performed a gene expression profile analysis using materials from 15 individual animals and performed unsupervised hierarchical clustering of all 15 sets of expression data with the 792 genes to examine the relevance of these subtle gene expression changes. The results showed that mice treated with metformin were clustered together with those who were fed normal chow and could be separated from the untreated (Fig. 3A). Furthermore, PCA using the same 792 genes data set showed a remarkable shift in the distribution of mice treated with metformin compared with untreated mice (Fig. 3B). Moreover, a canonical pathway analysis of the expression profile revealed that metformin effected significant alterations in gene expression across at least 11 metabolic pathways, including those involved in fatty acid and amino acid metabolism (Table 2). 

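Over the 898 probe sets of the methods' rule, the livers of MCD+HF+Met mice lay between those of the other 2 groups and at similar distances from both. The mean cosine distance of MCD+HF+Met arrays was 1.31 to NC arrays and 1.10 to MCD+HF arrays, while NC and MCD+HF arrays were 1.75 apart. The difference, 0.218 ± 0.245 (SD, n = 4 mice), was smaller than its spread between mice, and all 4 MCD+HF+Met arrays were on average nearer to the MCD+HF arrays. In the tree, built by average linkage on log2 values centred per probe set, the MCD+HF and MCD+HF+Met arrays joined first and the NC arrays stood apart, although the 2 distances of MCD+HF+Met were close. These probe sets had been chosen on the same arrays for a difference between MCD+HF+Met and MCD+HF. When the set was chosen anew without each MCD+HF+Met array in turn, the difference was 0.472, and over all probe sets tested it was 0.759, in each case with MCD+HF+Met nearer to MCD+HF. The order turned when 1 NC array was left out, with differences of -0.0633, -0.0693, -0.0639 and -0.0605 without NC replicates 1, 2, 3 and 4. MCD+HF+Met then joined NC in the tree, as it did with each probe set scaled to unit SD (-0.286), a setting chosen after seeing the data. Leaving out an array also moves the centre of every probe set, and without an MCD+HF array the difference went the other way, to between 0.424 and 0.520 (without replicate 2). Without centring it was 0.00586. The 4 NC mice gave nearly the same value when left out, so the turn is not that of a given mouse.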

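The first principal component of the same probe sets held 69.7% of the variance and ran from NC to MCD+HF mice, with the MCD+HF+Met mice between them. Their mean place was 42.1% ± 4.41 (SD, n = 4 mice) of the way from MCD+HF to NC, with single mice from 36.3% to 45.6%. The second component, 15.5% of the variance, set the MCD+HF+Met mice, with a mean score of 12.3, apart from both NC at -5.29 and MCD+HF at -7.02. Over all probe sets tested, the place on the first component was 11.4%. Gene by gene, most changes with metformin were toward the level on normal chow. The diet alone changed 9998 probe sets (5808 higher and 4190 lower than NC), and of the 786 changed by metformin 581 (73.9%) moved back, 406 of them raised by the diet and 175 lowered by it. Another 51 moved further from normal chow and 154 had not been changed by the diet. Mbl2, whose log2 change with the diet was -5.65 (adjusted p = 1.7e-12), remained at -3.02 relative to NC with metformin (adjusted p = 8.2e-10). Gpnmb, with a diet change of 6.39 (adjusted p = 1.6e-10), remained at 3.38 (adjusted p = 2.0e-07). Cyp4a12a, a fatty acid hydroxylase typical of male mouse liver, moved further, with a log2 change of -2.86 with the diet (adjusted p = 4.3e-08) and of -1.28 with metformin (adjusted p = 0.00451). Nupr1 also moved further, as its change with the diet was 2.01 (adjusted p = 2.9e-05). Both comparisons use the MCD+HF arrays, and independent lists of these sizes would share 128 probe sets moving back from a rise and 51.8 from a fall. With the MCD+HF arrays divided so that the comparisons share none, metformin returned 15.5% ± 3.77 (SD, n = 4 mice) of the diet's changes, against 1.16% in 20 simulations with no metformin effect. The 6 divided fits called 22 to 344 probe sets as moving back and 2 to 43 as moving further. Across probe sets, which are not independent replicates, the undivided covariance of both changes was 0.187 (r = 0.501), against 0.0283 (r = 0.148) in the simulations.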

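Genes of the Table 2 pathways that take part in the movement of leukocytes fell with metformin, and a few genes of cytochromes P450 and of tryptophan breakdown rose. Of the 10 genes of leukocyte extravasation, 7 fell and none rose (8 adjusted over the list alone). They included Itgb2, the shared chain of the leukocyte integrins, from 468 ± 171 (SD, n = 4 mice) to 134 ± 24.3 (log2 change -1.67, standard error 0.21, adjusted p = 0.00107). Cybb and Cyba, which form the membrane part of the phagocyte NADPH oxidase, fell by 1.45 (adjusted p = 0.00296) and 1.13 (adjusted p = 0.00316) on the log2 scale. Lpl, the lipase that releases fatty acids from lipoproteins, fell from 2389 ± 447 to 827 ± 98.3 (log2 change -1.51, adjusted p = 9.2e-05), and Fabp7, a fatty acid binding protein, from 319 ± 90.7 to 122 ± 39.5 (adjusted p = 0.00479). Of the 5 genes listed as raised in tryptophan metabolism, 2 rose (5 adjusted over the list alone), among them Haao, an enzyme of the kynurenine pathway, from 229 ± 14.6 to 394 ± 28.4 (adjusted p = 0.00104), still below the 2140 ± 186 of NC mice. Cyp2c38, a cytochrome P450 listed under linoleic acid metabolism, rose from 143 ± 31.0 to 367 ± 133 (adjusted p = 0.0105), while Cyp4a12a of the same pathway fell. Over the whole table, 45 of 49 genes were measured. Of 15 listed as raised only, 8 rose and 2 fell, and of 27 listed as lowered only, 17 fell and none rose (adjusted over the list alone, 12 and 3 of the 15, and 24 of the 27). The study chose these genes on the same samples, so the counts are not independent evidence of direction. In the lists fixed beforehand, 3 of 26 drug-metabolising cytochromes P450 rose and none fell (10 higher and 1 lower adjusted over the list alone), with a median log2 change of 0.29 (camera, adjusted p = 1.2e-04; adjusted p = 0.362 with an estimated correlation). Of 27 genes of amino acid breakdown and the urea cycle, 2 rose and none fell (3 higher and 1 lower adjusted over the list alone), and the list did not pass the test (median 0.13, adjusted p = 0.0779). It did so without MCD+HF replicates 3 (adjusted p = 0.00571) or 4 (0.00497), without MCD+HF+Met replicate 1 (0.0158) and with no filter on dim probe sets (0.0289). Over all alternatives the adjusted p ran from 0.00497 to 0.792. The ratio of the 3' to the 5' control probe sets of beta-actin is a sign of RNA quality. That ratio was 1.54 ± 0.0694 (SD, n = 4 mice) in MCD+HF and 1.74 ± 0.114 in MCD+HF+Met mice, and so moved with these changes. From the expression profiles, the paper reasons that metformin altered genes of fibrosis and fatty acid metabolism in this model, and it measured such genes next by real-time PCR (Fig. 4).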

A gene network based on molecular relationships between differentially expressed genes included in the hepatic fibrosis/hepatic stellate cell activation pathway was built from the biological relationships stored in the Ingenuity Pathways Knowledge Base (Fig. 3C). 

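Genes of scar tissue were raised by the MCD+HF diet, and a few of them were lower with metformin. Of 26 collagen and matrix genes, the diet raised 23 and lowered 2 (23 and 2 adjusted over the list alone), and metformin lowered 4 and raised 1 (5 and 2 adjusted over the list alone). Col1a2, a chain of type I collagen, had a signal of 95.5 ± 12.8 (SD, n = 4 mice) in NC, 524 ± 113 in MCD+HF and 312 ± 78.4 in MCD+HF+Met mice (log2 change with metformin -0.73, standard error 0.17, adjusted p = 0.0293). Lum, a proteoglycan that orders collagen fibrils, fell from 808 ± 142 to 395 ± 77.7 (adjusted p = 0.00239). Fn1, fibronectin, which hepatocytes also secrete, rose by 0.48 (adjusted p = 0.0155). The list's median log2 change with metformin was -0.27 (camera, adjusted p = 0.00301; adjusted p = 0.575 with an estimated correlation). Of 22 genes of fibrogenic signalling and matrix turnover, 3 fell and none rose with metformin (5 lower adjusted over the list alone; median -0.26, adjusted p = 0.00135; adjusted p = 0.575 with an estimated correlation). These included the endothelin receptor gene Ednrb, from 688 ± 251 to 319 ± 28.9 (standard error 0.21 on the log2 scale, adjusted p = 0.0179), and Timp3, an inhibitor of matrix metalloproteinases, from 341 ± 30.4 to 161 ± 51.3 (adjusted p = 0.00864). Tnfrsf1b, a receptor of tumor necrosis factor, fell from 253 ± 46.6 to 153 ± 12.0 (adjusted p = 0.0212). The log2 changes of Hgf (-0.47, adjusted p = 0.118), Ccn2, now the symbol of Ctgf (-0.64, adjusted p = 0.199), Timp1 (0.07, adjusted p = 0.885), Timp2 (-0.68, adjusted p = 0.0561) and Igfbp3 (-0.46, adjusted p = 0.211) did not pass the test. MCD+HF+Met replicate 3, at 74.0, stood apart from its group for Timp1. Of the 7 genes that Table 2 lists as lowered in the hepatic fibrosis pathway, 3 fell (7 adjusted over the list alone), and as the study chose them on these samples the count is not independent evidence. Of 16 markers of stellate cells and myofibroblasts, 2 fell (2 adjusted over the list alone; median -0.08, adjusted p = 0.136, or 0.0134 without MCD+HF+Met replicate 3 and 0.0263 with the stricter filter on dim probe sets, in a range of 0.0134 to 0.659). Among them was Vim, the intermediate filament gene that leukocytes also express, from 948 ± 243 to 377 ± 63.7 (adjusted p = 0.00112).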

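The ratio of the 3' to the 5' control probe sets of beta-actin, a sign of RNA quality, was 1.73 ± 0.140 (SD, n = 4 mice) on normal chow. It was lower on the MCD+HF diet and back near the chow level with metformin, and so moved with both changes. The same ratio of Gapdh was level between chow (0.710 ± 0.0122) and MCD+HF (0.699 ± 0.0123). With metformin it was higher, at 0.757 ± 0.0451. Several of the calls above lay near the threshold and were lost when 1 array was left out, at changes of similar size (Col1a2 -0.61 to -0.76, Ednrb -0.85 and -0.98, Tnfrsf1b -0.57 to -0.69 and Fn1 0.47 where the call was lost). The call of Col1a2 was lost without MCD+HF replicates 1 (adjusted p = 0.0784), 2 (0.0841) or 4 (0.0553), without MCD+HF+Met replicates 1 (0.0509), 2 (0.0957) or 4 (0.0672), and on its other probe set (log2 change -0.61, 0.195), in a range of 0.0117 to 0.195 over all its alternatives. That of Ednrb was lost without replicate 2 of MCD+HF (adjusted p = 0.0670) or of MCD+HF+Met (0.0585), in a range of 9.5e-04 to 0.0670. For Tnfrsf1b it was lost without MCD+HF replicates 2 (adjusted p = 0.0623) or 3 (0.0612), without MCD+HF+Met replicates 1 (0.0564) or 2 (0.0616), and on its other probe set (log2 change -0.32, 0.626), in a range of 0.0167 to 0.626. Fn1 lost its call without MCD+HF replicate 2 (adjusted p = 0.0548) and on its other probe set (log2 change 0.04, 0.942), in a range of 0.00986 to 0.942. Timp2 was called with an offset of 32 (adjusted p = 0.0385), with quantile normalization (0.0498) and on 2 other probe sets (0.0183 and 0.0362), in a range of 0.0183 to 0.309.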

Metformin treatment ameliorated activity in the hepatic fibrosis/hepatic stellate cell activation pathway, such as *Serpine-1*, *collagen Ia 2* (*Col1a2*), endothelin receptor type B (*Ednrb*), hepatic growth factor (*Hgf*), connective tissue growth factor (*Ctgf*), tissue inhibitors of matrix metalloproteinase (*Timp*), tumor necrosis factor receptor superfamily 1B (*Tnfrsf1b*), and insulin like growth factor binding protein 3 (*Igfbp3*). 

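Many markers of macrophages fell with metformin. Of 27 macrophage and Kupffer cell markers, 13 fell and none rose (17 adjusted over the list alone), with a median log2 change of -0.62 (camera, adjusted p = 9.8e-14; adjusted p = 0.19 with an estimated correlation). Lyz2, the lysozyme of macrophages, fell from 2006 ± 746 (SD, n = 4 mice) to 688 ± 103 (adjusted p = 0.00168). Gpnmb and Trem2 are members of this list too. The mean of the list relative to NC was 1.54 ± 0.14 (SD, n = 4) on the MCD+HF diet and 0.79 ± 0.26 with metformin. Of 6 genes of MHC class II antigen presentation, 2 fell and none rose (4 lower adjusted over the list alone; median -0.59, adjusted p = 0.00103; adjusted p = 0.492 with an estimated correlation), with MCD+HF replicate 3, at a list mean of 0.33, below the other MCD+HF mice. Of 24 cytokines, chemokines and adhesion molecules, none passed the test, nor did any when adjusted over the list alone (median -0.13; camera, adjusted p = 0.186, or 0.0264 without MCD+HF replicate 3, in a range of 0.0264 to 0.727). The list held 34 such genes, and 10 were too dim to be tested, so this result does not cover them. Il7r was the 1 that fell of the 4 markers of T and NK cells measured (camera, adjusted p = 0.152; with no filter on dim probe sets 3.9e-05 and with limma's fry, a test against no change, 0.0394, in a range of 3.9e-05 to 0.575). Among genes of lipid droplets and fatty acid uptake, 4 of 18 fell, with Cidea and Lpl among them, and 1 rose (5 and 2 adjusted over the list alone). Their list mean changed by -0.38 and the median by -0.09 (camera, adjusted p = 0.0273; adjusted p = 0.237 with an estimated correlation). The call was lost without MCD+HF replicates 3 (adjusted p = 0.0539) or 4 (0.0829) or MCD+HF+Met replicate 1 (0.0838), in a range of 0.00622 to 0.237. Of 20 genes of fatty acid synthesis and its regulator SREBP1c, 2 rose and none fell (4 higher adjusted over the list alone; median 0.11, adjusted p = 0.00932; adjusted p = 0.575 with an estimated correlation and 0.0824 with quantile normalization, in a range of 9.1e-04 to 0.575). Slc25a1, which exports citrate from mitochondria for this synthesis, rose from 696 ± 79.9 to 1003 ± 72.2 (adjusted p = 0.00900). The beta-actin ratio was 1.54 ± 0.0694 in MCD+HF and 1.74 ± 0.114 in MCD+HF+Met mice, and so moved with all of these lists. In an exact two-sided permutation test on list means, chosen after seeing the data, 7 of the 36 lists kept the 4 mice of each group fully apart, where chance gives 1.03, each with p = 0.0286, the smallest that 4 mice against 4 allow (adjusted p = 0.147).

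**Figure D2:**
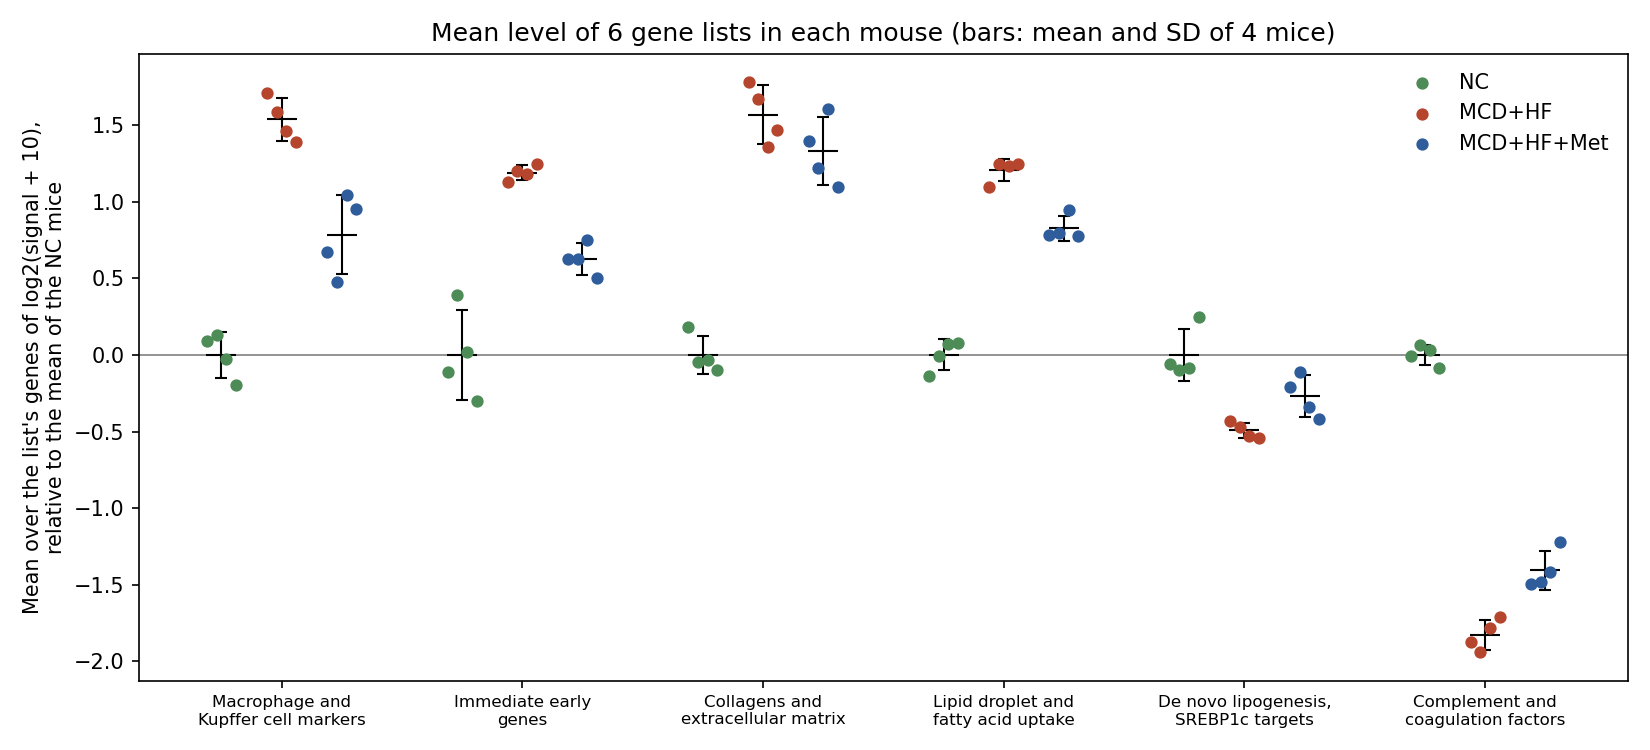
Mean over the genes of 6 lists of log2(signal + 10), relative to the mean of the NC mice, in each mouse; bars give the mean and SD of the 4 mice of a group. The macrophage list averaged 1.54 on the MCD+HF diet and 0.79 with metformin, the collagen list 1.57 and 1.33, and the complement and coagulation list -1.83 and -1.40.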

Metformin prevented expression of inflammation and fibrosis genes cooperatively as well as those of fatty acid metabolism in the liver of the NASH dietary mouse model.

**Figure 3:**
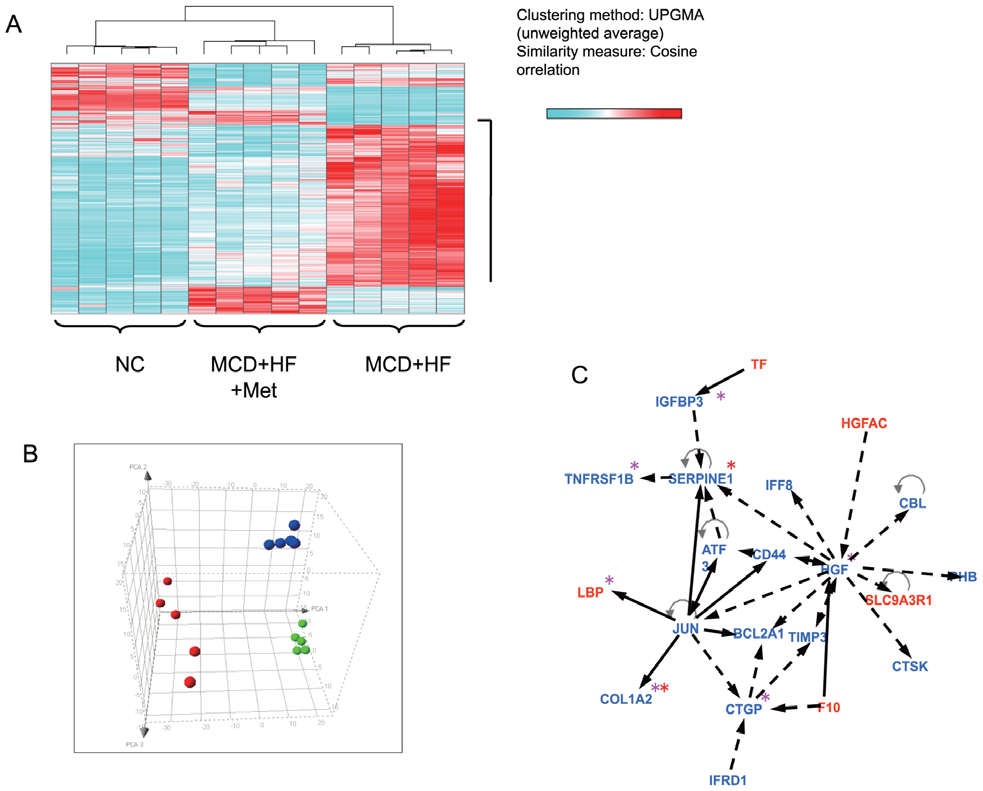
Comprehensive gene expression analyses in livers of mice treated with metformin. (A) Gene expression profile analysis using materials from individual animals and performed unsupervised hierarchical clustering of all sets of expression data with the 792 genes. The results clearly showed that mice that had been treated with metformin were clustered together with normal chow and could be separated from no treatment. (B) Principal component analysis using the same 792 genes dataset showed a remarkable shift in the distribution of mice treated with metformin compared with no treatment. Green, normal chow group; Red, the methionine- and chorine-deficient (MCD) diet+high fatgroup; Blue, the MCD+HF diet mixed with 0.1% metformin group. (C) Gene-to-gene network analysis was used to investigate molecular relationships between differentially expressed genes included in Hepatic Fibrosis/Hepatic Stellate Cell Activation pathway. Red asterisk (*): NASH related genes. Pink asterisk (*): hepatic fibrosis related genes. Red: genes up-reguleted by metformin treatment. Blue: genes down-regulated by metformin treatment.

**Table 2:** Canonical pathways analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways were most significant to the differentially expressed genes.

Pathway	1.5 fold up-regulated gene (MCD+HF+Met vs MCD+HF)	1.5 fold down-regulated gene (MCD+HF+Met vs MCD+HF)	−log_10_(p value)
Complement and Coagulation Cascades	MBL2, C9	C3AR1	6.21
Leukocyte Extravasation Signaling	-	MMP12, ARHGAP9, ITGB2, CYBB, CYBA, CD44, RAC2, TIMP3, MSN, TIMP2	4.07
Acute Phase Response Signaling	SERPING1, MBL2, C4B, LBP C9	JUN, HMOX1, PAI1, TNFRSF1B, TF	2.76
Hepatic Fibrosis/Hepatic Stellate Cell Activation	LBP	COL1A2, EDNRB, HGF, CTGF, TIMP2, TNFRSF1B, IGFBP3	2.76
Linoleic Acid Metabolism	CYP2B10, CYP2B13, CYP2C38	CYP4A12, CYP1B1	2.47
LPS/IL-1 Mediated Inhibition of RXR Function	ABCC4, FMO2, FABP4, TNFRSF1B	GSTT1, FABP7, LBP, JUN, ACOX1	2.37
Antigen Presentation Pathway	-	HLA-DQB2, CD74, HLA-DQA1	2.07
Tryptophan Metabolism	CCBL1, CYP2C44, CYP2C70, CYP2C50, HAAO	CYP1B1	1.76
Arachidonic Acid Pathway	CYP2C44, CYP2C70, PLA2G12B, CYP2C50	PLA2G4A, CYP1B1	1.68
PPARa/RXRa Activation	CYP2C44, CYP2C70, CYP2C50	ADCY7, JUN, LPL, ACOX1	1.60
Metabolism of Xenobiotics by Cytochrome P450	CYP2C44, CYP2C70, CYP2C50, GSTT1	CYP1B1	1.54

### Metformin downregulates lipogenic and fibrogenic gene expression in the NASH dietary mouse model

Because the gene expression profile results indicated that metformin prevents the progression of NASH by altering genes expressed during fibrosis and fatty acid metabolism, we assessed the effect of metformin on mRNA expression of these genes by real-time PCR. Metformin inhibited *Fas* hepatic mRNA expression to 60% in the livers of the NASH dietary mouse model (p<0.05, vs. MCD diet; Fig. 4B). Metformin also inhibited hepatic mRNA expression of *Serpine1* to 42%, *Cyp2e1* to 55%, and *Col1a2* to 56% in the livers of MCD-induced steatohepatitis model mice (p<0.05, vs. MCD diet; Fig. 4F, 4G and 4H). Moreover, metformin also coordinately ameliorated downregulated genes for oxidative stress-associated proteins, such as *Hmox1*, in the livers of MCD-induced steatohepatitis model mice (p<0.05, vs. MCD diet; Fig. 4I).

**Figure 4:**
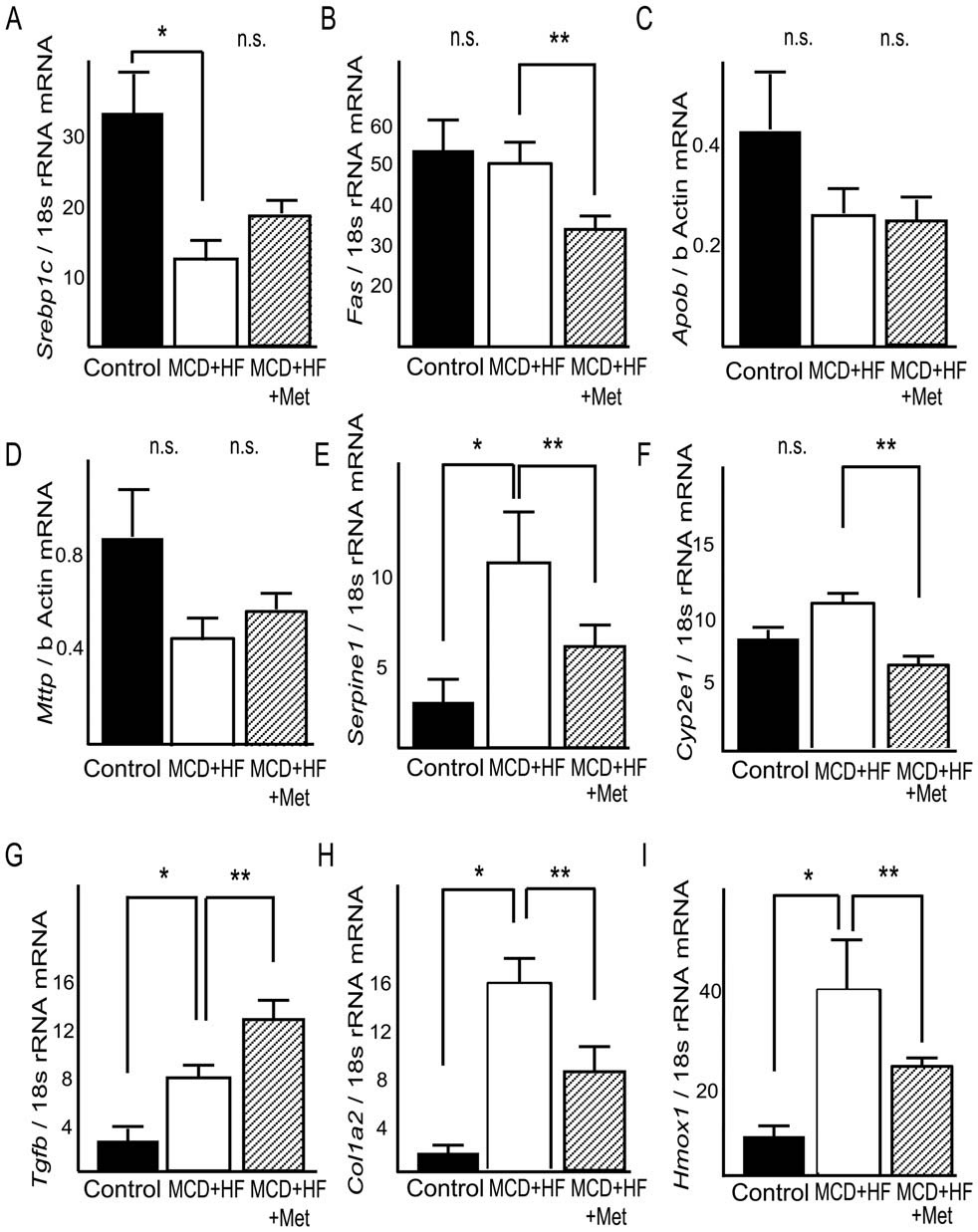
Effects of metformin on expression of genes involved in steatosis, inflammation, and fibrosis in the liver of mice fed a MCD+HF diet. Real-time quantitative polymerase chain reaction was used to measure the hepatic expression of genes encoding (A) sterol regulatory element-binding protein-1c (*Srebp1c*), (B) fatty acid synthase (*Fas*), (C) apolipoprotein B (*Apob*), (D) microsomal triglyceride transfer protein (*Mttp*), (E) plasminogen activator 1 (*Serpine1*), (F) cytochrome P450 2e1 (*Cyp2e1*), (G) transforming growth factor-β (*Tgfb*), (H) procollagen1a2 (*Col1a2*), (I) hemeoxigenase1 (*Hmox1*). Results were normalized against 18S rRNA (*Srebp1c*, *Fas*, *Serpine1*, *Cyp2e1*, *Tgfb*, *Col1a2*, *Hmox1*) and beta-actin (*Apob,Mttp*). Values are means ± standard error. *p<0.05, vs. normal chow. **p<0.05, vs. MCD+HF diet group.

### Metformin downregulates protein levels of PAI-1 in the NASH dietary mouse model

Next, we examined protein levels of PAI-1, FAS, and APOB by using Western blotting, Consistent with the result of realtime PCR, protein levels of PAI-1 were significantly decreased by metformin (Fig. 5A and 5B). However, FAS protein levels were not significantly altered by metformin treatment.

**Figure 5:**
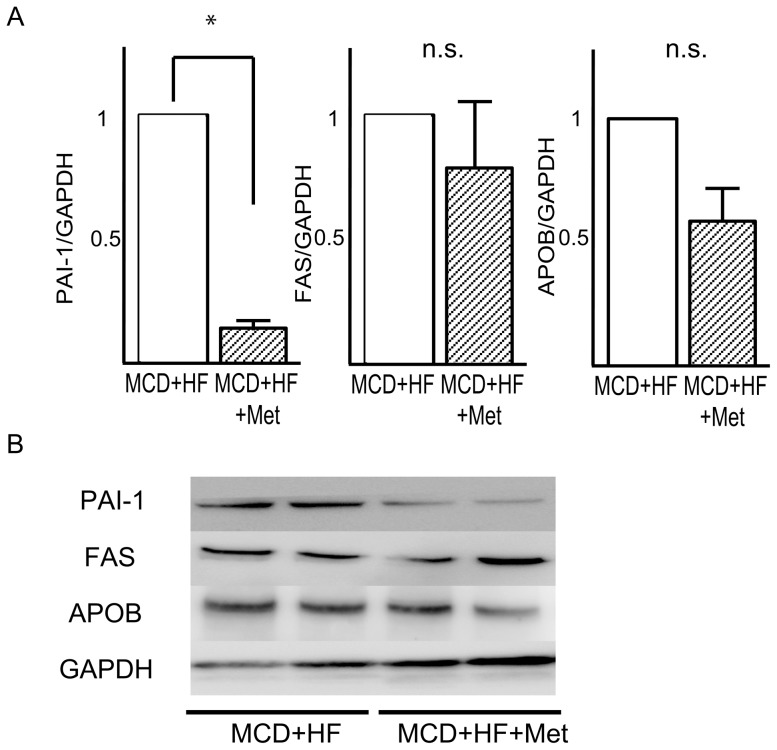
Effects of metformin on the levels of proteins involved in lipid metabolism in the liver of mice fed a MCD+HD diet. (A) Quantitative data from densitometric analysis of Western blots from three samples. (B) Representative blots for PAI-1, FAS, and, APOB are shown. GAPDH is used as a control for protein loading. Values are the mean ± standard error. *p<0.05 versus the MCD+HF diet group.

### Metformin reverses steatosis and inflammation of the dietary mouse model in the advanced stages of NASH

To determine whether metformin improves pre-existing NASH in mice, we examined the therapeutic effect of metformin on advanced stage NASH in the model mice. The results of body and liver weights and lipid levels after 4 weeks of treatment in each group are shown in Table 3. Co-administration of metformin inhibited weight gain and improved glycemic levels compared with metformin-untreated mice. Serum insulin levels were similar in each group. Food consumption was unchanged by metformin.

**Table 3:** Metabolic parameters in nonalcoholic steatohepatitis model mice at 4 weeks of metformin (Met) treatment after feeding 8-week-methionine- and choline-deficient (MCD) diet.

Parameters	MCD+HF	MCD+HF+Met
Body weight (g)	14.6±0.8	12.5±0.7*
Liver weight (mg)	991±58	838±68*
Food consumption (mg/day)	206±27	217±13
Fasting blood glucose (mg/dL)	61.0±7.0	33.2±4.0*
Fasting serum insulin (pg/mL)	467±37	490±31
Fasting serum triglycerides (mg/dL)	47.6±2.9	49.3±3.9
Serum total cholesterol (mg/dL)	33.7±5.2	49.9±5.7*

Data are means ± standard error of the mean.

* p<0.05 versus untreated Met diet fed mice.

As shown in Fig. 6, metformin ameliorated macrovesicular steatosis with focal lymphocytic infiltration and hepatocellular drop-outs, and intense lobular inflammation at 4 weeks (Fig. 6D). Liver fibrosis score (Fig. 6D) and area of α-SMA (Fig. 6F) were unaffected. However, metformin significantly decreased the positive area of Sirius Red staining (Fig. 6E). Metformin also significantly improved MCD diet-induced hepatic triglyceride accumulation in C57BL/6 mice (p<0.05, Fig. 6G).

**Figure 6:**
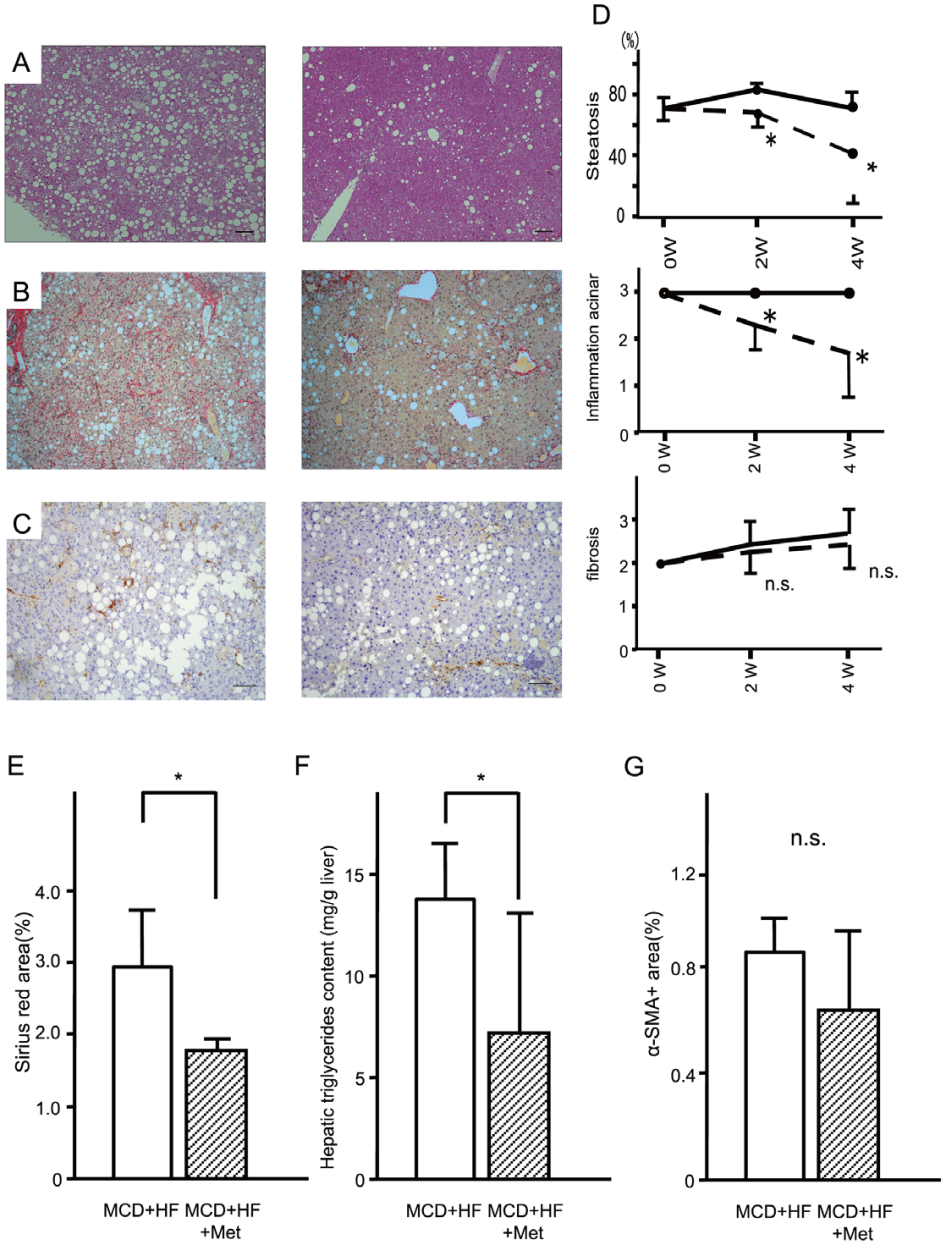
Metformin reversed steatosis and inflammation of the advanced stages of nonalcoholic steatohepatitis in mice. Representative photomicrographs show the effects of the methionine- and choline deficient plus high fat diet (MCD+HF, n = 10) and the MCD+HF diet mixed 0.1% metformin (MCD+HF+Met; n = 10). Mice fed the diets for 4 weeks from the advanced stages of steatohepatitis. Paraffin-embedded sections were stained with (A) hematoxylin–eosin, (B) Sirius Red and (C) immunohistochemically stained with anti-α-smooth muscle actin. Bar, 20 µm. Original magnification, ×100. (D) Metformin improved hepatic triglyceride content of diet-induced non-alcoholic steatohepatitis. Mice were fed the methionine- and choline deficient+high fat diet (MCD+HF, n = 10) and the MCD+HF diet mixed 0.1% metformin (MCD+HF+Met; n = 10). Values are the mean ± standard error of the mean. *p<0.05 versus the MCD+HF diet. (E) Morphometric analysis of liver fibrosis of sirius red stain(%). (F) Area of alpha-SMA(%). (G) Metformin improved hepatic triglyceride content of diet-induced non-alcoholic steatohepatitis. White Bar, continuous methionine- and choline deficient+high fat diet (MCD+HF, n = 5). Mosaic Bar, the MCD+HF diet mixed 0.1% metformin (MCD+HF+Met; n = 10). Values are the mean ± standard error. *p<0.05 versus the MCD+HF diet group.

Metformin inhibited hepatic mRNA expression of *Srebp1c* to 67% and that of *Cyp2e1* to 45% in the livers of mice fed the MCD diet (*P*<0.05, vs. MCD diet for both variables; Fig. 7A and 7F). Moreover, metformin inhibited hepatic mRNA expression of *Tgfb* to 33% and *Col1a2* to 17% in the livers of mice fed the MCD diet (P<0.05, vs. MCD diet for both variables; Fig. 7G and 7H). Protein levels for PAI-1, FAS and APOB were unchanged by metformin treatment (Fig. 8).

**Figure 7:**
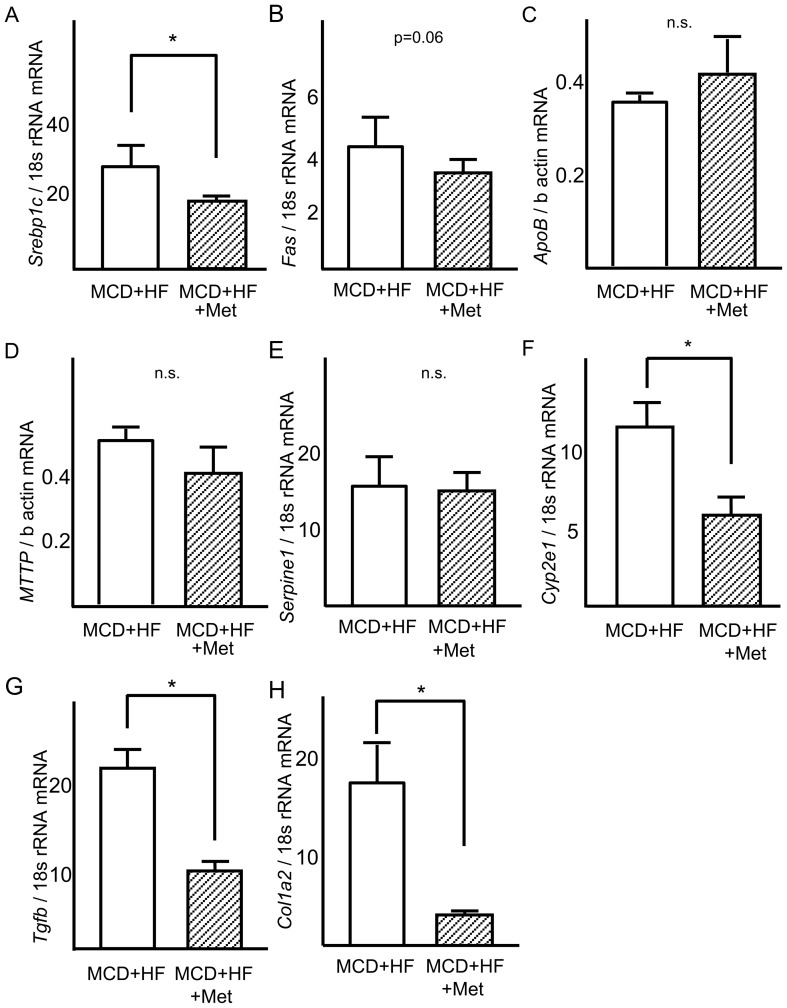
Reverse effects of metformin on expression of genes involved in steatosis, inflammation, and fibrosis in the liver of mice with the advanced stages of nonalcoholic steatohepatitis. Real-time quantitative polymerase chain reaction was used to measure the hepatic expression of genes encoding (A) sterol regulatory element-binding protein-1c (*Srebp1c*), (B) fatty acid synthase (*Fas*), (C) apolipoprotein B (*Apob*), (D) microsomal triglyceride transfer protein (*Mttp*), (E) plasminogen activator 1 (*Serpine1*), (F) cytochrome P450 2e1 (*Cyp2e1*), (G) transforming growth factor-β (*Tgfb*), (H) procollagen1a2 (*Col1a2*). Results were normalized against 18S rRNA (*Srebp1c*, *Fas*, *Serpine1*, *Cyp2e1*, *Tgfb*, *Col1a2*) and beta-actin(*Apob,Mttp*). Values are means ± standard error. *p<0.05 versus the MCD+HF diet group.

**Figure 8:**
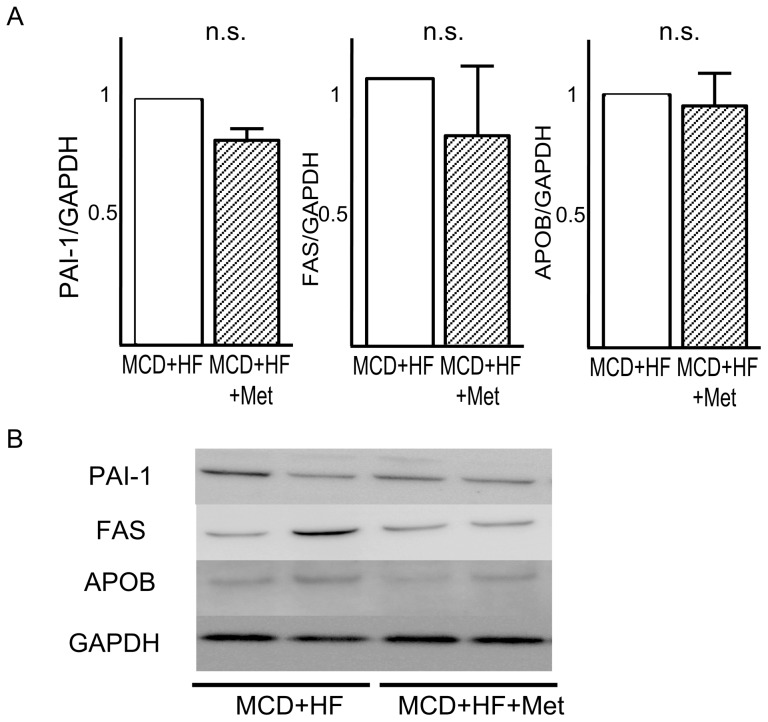
Effects of metformin on the levels of proteins involved in lipid metabolism in the liver of mice with the advanced stages of nonalcoholic steatohepatitis. (A) Quantitative data from densitometric analysis of Western blots from three samples. (B) Representative blots for PAI-1, FAS, and, APOB are shown. GAPDH is used as a control for protein loading. Values are the mean ± standard error. *p<0.05 versus the MCD+HF diet group.

## Discussion

Previous studies evaluating the effects of metformin on NAFLD liver pathology are limited. In genetically obese model ob/ob mice, Lin *et al.* reported that metformin was effective at reversing fatty liver, probably via reduced hepatic expression of tumor necrosis factor, which promotes hepatic lipid accumulation and ATP depletion [15]. In humans, Marchesini *et al.* showed that long-term metformin treatment significantly reduced mean transaminase concentrations and decreased liver volume by 20% [16]. Although metformin prevents fat accumulation in a simple fatty liver, whether metformin ameliorates hepatic inflammation and fibrosis in steatohepatitis remains unclear. We demonstrated that metformin prevents and reverses pathological development in a NASH dietary mouse model. This is the first experimental evidence that metformin can prevent and reverse the development of not only steatosis but also inflammation in the liver of a NASH model.

High levels of insulin cause fatty liver in insulin resistant states, suggesting that mice with type 2 diabetes manifest selective hepatic insulin resistance: insulin fails to suppress gluconeogenesis but continues to activate lipogenesis [23]. Whether metformin improves insulin resistance remains controversial [24], [25]. Basu *et al.* reported that metformin at a dose of 2000 mg/day for 4 months did not improve insulin-induced stimulation of glucose disappearance and did not improve impairment of insulin-induced suppression of hepatic glucose production [25]. Indeed, in the present study, metformin seemed to exert a minimal effect on glucose tolerance and insulin sensitivity, as shown by the intraperitoneal glucose and insulin tolerance test results. Metformin significantly lowered fasting glucose levels without altering fasting insulin levels, suggesting that metformin directly suppressed hepatic gluconeogenesis independently of an insulin signaling pathway, possibly by activating AMPK [7], [26].

We conducted a global gene expression profile analysis to search for direct actions of metformin in addition to the improved insulin resistance. NASH model mice that had been treated with metformin were clustered together with control mice and could be separated from NASH model mice that did not receive metformin treatment. Indeed, a PCA using the gene dataset showed a remarkable shift in the distribution of NASH model mice treated with metformin compared with untreated mice. A canonical pathway analysis of the expression profiles revealed that metformin effected significant alterations in gene expression across at least 11 metabolic pathways, including those involved in fatty acid and amino acid metabolism, such as the hepatic fibrosis/hepatic stellate cell activation pathway.

Metformin decreased gene expression levels for *Fas*. FAS is a key enzyme in fatty acid biosynthesis and is believed to be a determinant of the maximal capacity of the liver to synthesize fatty acids by *de novo* lipogenesis, because FAS catalyzes the last step in the fatty acid biosynthetic pathway [27]. The metformin-induced reduction of hepatic *Fas* mRNA levels may have contributed to the improved hepatic steatosis in our model, as reported previously [3].

The hepatic export of triglyceride and cholesterol is a major determinant of steatosis as well as de novo lipogenesis. In the present study, neither treatment with metformin nor MCD+HF diet altered mRNA and protein levels for ApoB48, suggesting that hepatic lipid export does not seem to be a major determinant of hepatic steatosis altered by metformin treatment or MCD+HF diet. However, further direct studies are needed to assess whether metformin alters lipid export from the liver.

Metformin treatment decreased levels of gene expression for *Serpine-1* in the livers of MCD+HF diet-induced steatohepatitis in mice. This result is compatible with previous studies in hepatoma cell lines [28] and in the plasma of patients with type 2 diabetes [29]. PAI-1 is an acute phase protein expressed under conditions of inflammation [30]–[32] and contributes to the development of organ fibrosis by inhibiting matrix metalloproteinase activity [33]. Furthermore, recent work has indicated that *Serpine1* may have lipid metabolism activity. Ma *et al.* found that *Serpine1* ^−/−^ mice were protected from hepatic lipid accumulation in a model of high-fat/high-carbohydrate diet-induced obesity [34]. Indeed, the PAI-1/plasmin system also acts at the liver and might be functionally important in liver extracellular matrix remodeling in the NASH experimental model [3]. Bergheim *et al.* showed that metformin ameliorated liver pathology by suppressing *Serpine1* expression in an experimental alcoholic hepatitis mice model [35]. Importantly, they reported that metformin-mediated suppression of PAI-1 is independent of AMPK pathway activation. In the current study, microarray analysis showed no significant alteration of gene expression profiles in the pathways involved in AMPK/SREBP1c nor beta-oxidation (data not shown). These data suggest that metformin improved liver pathology, at least partly, by suppressing production of PAI-1 through the AMPK-independent pathway. 

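Transcripts of AMPK subunits, of the kinases upstream and of fatty acid oxidation differed little between mice with and without metformin. The arrays measure transcripts, so these values do not show whether AMPK was active. Of 11 genes of AMPK subunits and the kinases upstream, none passed the test, nor did any when adjusted over the list alone, at a mean log2 change of 0.02 and a median of -0.00 (camera, adjusted p = 0.833). Prkaa1 and Prkaa2, the catalytic subunits, had log2 changes of -0.16 (standard error 0.15, adjusted p = 0.626) and -0.00 (standard error 0.18, adjusted p = 0.996). Of 26 genes of mitochondrial and peroxisomal beta-oxidation, none passed either, also when adjusted over the list alone (median -0.01, adjusted p = 0.633). Cpt1a, which commits fatty acids to mitochondrial oxidation, had a log2 change of -0.21 (standard error 0.10, adjusted p = 0.297). Srebf1, the gene of SREBP1c, had a signal of 384 ± 100 (SD, n = 4 mice) on the MCD+HF diet and 619 ± 140 with metformin (log2 change 0.69, standard error 0.20, adjusted p = 0.0691), and it met the methods' rule. With the replicate number as a block its adjusted p was 0.0379 and without MCD+HF+Met replicate 3 it was 0.0375, in a range of 0.0375 to 0.174 over its alternatives. The beta-oxidation list was called lower with quantile normalization (median -0.12, adjusted p = 0.01002) and without MCD+HF replicate 1 (median -0.10, adjusted p = 0.0438), in a range of 0.01002 to 0.977.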

Further studies are needed to clarify the AMPK-independent pathways that mediate the suppressive effect of metformin on PAI-1 production in the hepatocytes.

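Transcripts of most complement and coagulation factors were lowered by the MCD+HF diet, and some of them rose with metformin. Of 32 complement and coagulation factors made by the liver, the diet lowered 31 and raised none (31 adjusted over the list alone; camera, adjusted p = 9.4e-24; adjusted p = 0.0552 with an estimated correlation), and metformin raised 9 and lowered none (18 adjusted over the list alone). Their median log2 change with metformin was 0.30 (camera, adjusted p = 9.8e-14; adjusted p = 0.19 with an estimated correlation). Hepatocytes make these factors, and of 18 genes of hepatocyte identity 2 also rose and none fell (5 higher adjusted over the list alone; median 0.15, adjusted p = 0.00176; adjusted p = 0.575 with an estimated correlation and 0.260 with quantile normalization, in a range of 8.9e-06 to 0.575). Of 25 genes of acute phase proteins, the diet lowered 15 and raised 2 (15 and 2 adjusted over the list alone; adjusted p = 4.2e-05; adjusted p = 0.401 with an estimated correlation). With metformin 1 of them rose and none fell (5 higher and 2 lower adjusted over the list alone; median 0.24, adjusted p = 0.01001; adjusted p = 0.659 with an estimated correlation). That list's call was lost without MCD+HF+Met replicate 4 (adjusted p = 0.245) and with quantile normalization (0.0602), and fry, which tests a list against no change and not against other genes, gave 0.388, in a range of 7.0e-04 to 0.659. The 1 gene was Lbp, the lipopolysaccharide binding protein, with signals of 462 ± 150 (SD, n = 4 mice) and 873 ± 296 (log2 change 0.91, standard error 0.24, adjusted p = 0.0469). Hmox1, which breaks down heme and is induced by oxidative stress, was at 85.7 ± 15.0 in NC, 409 ± 108 in MCD+HF and 233 ± 13.2 in MCD+HF+Met mice (log2 change with metformin -0.75, standard error 0.16, adjusted p = 0.0179). Of 15 immediate early genes, which respond to stress within minutes, 4 fell and none rose (10 lower adjusted over the list alone; median -0.69, adjusted p = 1.8e-06; adjusted p = 0.19 with an estimated correlation). Jun, a transcription factor of this group, had a log2 change of -0.76 (standard error 0.29, adjusted p = 0.157). Of the genes Table 2 lists under the acute phase response, 4 of the 4 measured as raised rose (4 adjusted over the list alone) and 2 of the 3 measured as lowered fell (3 adjusted over the list alone), in lists the study chose on these samples, so these counts are not independent evidence. The beta-actin ratio described above differed between the same groups. The call of Lbp was lost without MCD+HF replicates 1 (adjusted p = 0.112) or 2 (0.144), without MCD+HF+Met replicates 1 (0.0605), 2 (0.0659), 3 (0.0714) or 4 (0.0998), with an offset of 0 (0.0586), with no filter on dim probe sets (0.0820), with the replicate block (0.0650) and on its other probe set (0.210), in a range of 0.0320 to 0.210. That of Hmox1 was lost without MCD+HF+Met replicate 2 (adjusted p = 0.0567), in a range of 0.0124 to 0.0567. Where these calls were lost, the log2 changes were of similar size, at 0.69 to 1.01 for Lbp and -0.745 for Hmox1.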

Metformin also coordinately altered genes associated with acute phase response signaling such as hemeoxygenase (*Hmox1*) in the livers of MCD-induced steatohepatitis model mice. Heme oxygenase 1 is a reductase enzyme that exerts anti-inflammatory and anti-fibrotic effects [36]. These findings suggest that metformin may improve steatohepatitis pathology by its anti-inflammatory profile.

One limitation of this study is that it is not fully determined whether metformin reverses hepatic fibrosis in diet-induced model of NASH. We performed the measurement of hydroxyproline contents and staining of Sirius Red to quantitate hepatic fibrosis objectively. In the preventive experiments, these results clearly indicated that metformin significantly prevented hepatic fibrosis induced by MCD+HF diet. On the other hand, in the reversal experiments, we could not observe longer time outcome of the liver histology because administration of MCD+HF diet for more than 8 weeks causes malnutrition-related death in mice. However, decrease in the positive area of Sirius Red and down-regulation of down-regulation of the genes involved in fibrogenesis such as *Tgfb* and *Col1a2* in the liver (Fig. 7G and 7H) suggest that metformin has the potential to reverse the pre-existing fibrosis. Additional experiments using other animal models for NASH are necessary to confirm whether metformin reverses the pre-exist fibrosis.

Generally, drug administration experiments may lose body weight in mice due to their toxic effects. However, in the current study, food consumption was unchanged by treatment with metformin in both preventive and reversal experiments, indicating that the present doses of metformin were not toxic in terms of food intake. These data suggest that metformin exerted beneficial effects on MCD+HF diet-induced steatohepatitis independently of food intake.

We showed that treatment with metformin rather increased the levels of serum cholesterol (Table 1 and 3). As we previously reported [3], steatohepatitis induced by MCD+HF diet results in lower serum cholesterol levels probably due to impaired hapatic function of cholesterol synthesis. Thus, in the present study, we interpreted that metformin ameliorated liver function together with liver pathology, and thereby recovered the decrease in serum cholesterol levels.

Treatment with metformin for 4 weeks significantly decreased mRNA levels for *Srebp1c* and *Tgfb* in the reverse experiment, whereas this decrease was not observed in the preventive experiment. The data of triglyceride content and hydroxyproline indicated that both hepatic steatosis and fibrosis were dramatically improved by treatment with metformin for 8 weeks in the preventive experiments. Hence, altered hepatic expression of *Srebp1c* and *Tgfb* may be caused by attenuation of steatosis and fibrosis. That is, normalized liver pathology masked the direct effects of metformin on *Srebp1c* and *Tgfb* through the secondary changes in the preventive experiments. Other possibility of altered gene expression may be existence of the alternative pathway leading to steatosis and fibrosis of the liver. Bergheim et al. showed that metformin ameliorated liver pathology by suppressing PAI-1expression in an experimental alcoholic hepatitis mice model [35]. In this paper, genetic deletion of PAI-1 ameliorated not only fibrosis, but also steatosis and inflammation in the liver. In the present study, treatment with metformin for 4 weeks significantly decreased mRNA levels for *Srebp1c* and *Tgfb*, but not for *Serpine1* in the reverse experiment, whereas metformin decreased mRNA levels for *Serpine1*, but not for *Srebp1c* and *Tgfb* in the preventive experiment. These findings suggest that metformin may ameliorate hepatic steatosis and fibrosis both via SREBP-1c- and TGF-b-dependent pathways and via a PAI-1-mediated pathway. Anyway, further time-course experiments should be required for confirm direct effects of metformin on the genes involved in steatosis and fibrosis to address these hypothesis.

In conclusion, metformin may prevent and reverse steatosis and inflammation in a nondiabetic mouse model of steatohepatitis possibly by downregulating pleiotropically lipogenic and fibrogenic genes such as *Serpine1* without affecting insulin resistance. The present findings suggest the therapeutic potential of metformin in human NASH even in patients without diabetes. Large scale clinical trial should be required to test the hypothesis that metformin reverses pathology of NASH in non-diabetic patients.

How the deposited data were processed for this re-analysis (not part of the article)

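The data are liver expression profiles of 12 C57BL/6 mice, 1 array each, from 3 groups of 4 mice that were fed normal chow, the MCD+HF diet or the MCD+HF diet with 0.1% metformin for 8 weeks. Affymetrix arrays for the mouse genome were hybridised by the authors, who computed 1 signal intensity per probe set with GCOS under default settings and scaled each array so that its average is 100. The deposited table holds these intensities on a linear scale for 45101 probe sets, 64 of them controls, and the mean of each array after leaving out 2% of the probe sets in each tail was 100. Groups and replicate numbers were taken from the sample labels and the paper. The methods name 4 animals per group and the clustering 15 animals; 12 arrays were analysed here. The detection and change calls of GCOS, and other experiments of the paper (histology, real-time PCR, Western blots and the reversal study), were not used here.

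From these intensities, log2(signal + 10) was computed, controls were left out and the 22830 probe sets with a mean signal over all arrays of at least 20 were kept. No further normalization was applied, since the authors had scaled the arrays. The 3 comparisons were tested in 1 model of the 3 groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the variance), with 9 residual degrees of freedom and Benjamini-Hochberg adjustment over the probe sets kept. The threshold was an adjusted p under 0.05. The methods' rule was applied as a difference over 1.5-fold in mean log2(signal + 10) with an unadjusted p under 0.05 from the methods' t-test; the change call of GCOS was not part of it. Probe sets were named from the platform's annotation, in which 34945 had 1 gene symbol, 932 had several and 9160 were unnamed here. Symbols were updated through gene identifiers for 34754 of the 34945 from a RefSeq table of the GRCm38.p6 assembly, used for names only. A gene was represented by its probe set of highest mean signal among those naming it alone, which gave 11172 genes. Lists of genes were tested with limma's camera at a preset correlation of 0.01, with adjustment over the 36 textbook lists within a comparison; lists from Table 2 and the text of the paper were counted only, as the study chose them on these samples.

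The genes named in the text follow a rule written before the data were examined. It took every gene of Table 2 and of the paper's text, the 10 genes with the largest rise and the 10 with the largest fall in each comparison among those called with no overlap between groups, up to 4 called members of each list, and the genes of the AMPK, SREBP1c and beta-oxidation statement. From these, genes were picked to describe each result. Clustering used average linkage on cosine distance, as Fig. 3A states, and the principal components used the same centred log2 values. The return of the diet's changes toward normal chow was the slope of the change with metformin on the reverse of the change with the diet, with the MCD+HF arrays divided between the 2 changes. limma was tested on simulated data of the size of the MCD+HF+Met and MCD+HF comparison over 22830 probe sets, where it recovered 37.3% of 67 probe sets changed 1.5-fold, 97.0% of 67 changed 2-fold and 100% of 66 changed 4-fold, with 7.69% of its calls false. The methods' t-test after adjustment recovered 5.97%, 40.3% and 92.4% of them. Of 200 random sets of 25 genes, camera called 3.5% with no shift and 100% with a shift of -0.5. Random sets are not chosen for shared function, so these rates do not cover lists whose genes vary together. With a correlation estimated for each real list, the lists called with metformin fell from 15 to 0.

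Alternatives set before the data were examined were offsets of 0 and 32, no filter and a stricter filter (mean signal of at least 50.0) on dim probe sets, quantile normalization, the replicate number as a block, a robust variance, a model of only the groups compared, each array left out in turn, the methods' t-test, other sets of probe sets and distances for the clustering, a correlation estimated for each list, the test fry, and other probe sets of the named genes. Linear signals and probe sets scaled to unit SD in the clustering and principal components, and the exact permutation test on list means, were added after seeing the data. The number of arrays limits the precision of every value. Some genes of the paper and of the lists are not reported here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.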

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

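The splits for the macrophage list and the test on the share of non-parenchymal cells were chosen only after the results were seen. So were the permutation test on list means, the 5 tests on sex-biased genes and, for those genes, the use of quantile normalization. The other tests in this part were chosen beforehand. In 300 groups of 4 arrays tested for a value far from the others, 21 were found, where chance gives about 1 in 20, or 15.

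The fall of macrophage markers with metformin, -0.75 in the list mean, was larger than in any other split of the 8 arrays. The highest other was -0.578, and 1 of 35 splits, the real one, was as large. The list was singled out among 36 after its fall was seen, and the splits do not allow for that choice. They therefore cannot exclude chance. The exact two-sided permutation test on list means gave this list p = 0.0286, the smallest that 4 mice against 4 allow. Adjusted over the 36 lists, the exact permutation test gave p = 0.147. That value was set by the 7 lists that shared the smallest p. No larger fall of this list could have lowered it, so the adjusted value cannot decide on chance. A smaller share of all non-parenchymal cells would lower endothelial and cholangiocyte markers alike, but the macrophage mean fell below the endothelial mean by more than the spread between arrays (difference -0.666, spread 0.218) and below the cholangiocyte mean (-0.710, spread 0.366); the bound was first set at 2 spreads, which the cholangiocyte difference did not reach, and lowered to 1 after these values were seen. RNA quality stays open, since the beta-actin 3' to 5' ratio differed by 0.198 between the groups, more than its SD within them (0.0941). A lower number or activity of macrophages with metformin, which the design allows, likewise stays open and was not tested apart from RNA quality. Such a change was not shown for Kupffer cells, as several of their markers did not pass the methods' t-test.

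Sex-biased liver genes, outside those the paper discusses, shifted with the MCD+HF diet: the female-biased list rose by a median of 2.87 (9 of 10 genes higher, none lower) and the male-biased list had a median of -3.48 (14 of 14 lower). Mice of the other sex in the MCD+HF group are argued against by Y-linked signals, as the lowest on an MCD+HF array was 75.6% or more of the lowest on an NC array for each of 3 genes, and a general loss of hepatocyte transcripts is argued against as the whole cause, since the female-biased mean rose by 2.76 (spread 0.215) and the male-biased mean fell below the hepatocyte mean (difference -2.83, spread 0.149). RNA quality is argued against as the whole cause: the beta-actin 3' to 5' ratio was lower in MCD+HF than in NC mice (difference -0.190, spread 0.110), but in MCD+HF+Met mice it was level with NC (0.00790, spread 0.127) and that of Gapdh was higher (0.0475, spread 0.0330), while their female-biased mean stayed at 2.67 (spread 0.233) and their male-biased mean at -3.76 (spread 0.131) relative to NC. The smaller share of signal in the 100 brightest probe sets (9.75% against 15.0%) is argued against as the whole cause by quantile normalization, which gives every array the same distribution: it left the medians at 2.86 and -3.49, both called at the preset correlation, while that of hepatocyte identity went from -0.98 to -0.16. With an estimated correlation and no quantile normalization, the female-biased list lost its call (camera, adjusted p = 0.0552). The male-biased list kept its call (adjusted p = 0.00158). A loss of the male pattern of liver gene expression on this diet is consistent with these values, as a hypothesis from the same data.

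Other lists outside those the paper discusses also shifted between MCD+HF and NC, as did the beta-actin 3' to 5' ratio, from 1.73 ± 0.140 (SD, n = 4 mice) in NC to 1.54 ± 0.0694. The Gapdh ratio was level between these groups (difference -0.0105, spread 0.0122). Cholangiocyte markers had a median log2 change of 1.81 (8 of 8 higher; camera, adjusted p = 7.0e-05; adjusted p = 0.164 with an estimated correlation). Cell cycle genes had a median of 0.82 (13 of 19 higher; adjusted p = 8.9e-04; adjusted p = 0.348 with an estimated correlation). Bile acid synthesis and transport had a median of -1.27 (13 of 15 lower; adjusted p = 1.6e-08; adjusted p = 0.0552 with an estimated correlation). Mitochondrial complex I had a median of -0.44 (23 of 32 lower and 1 higher; adjusted p = 2.1e-07; adjusted p = 0.343 with an estimated correlation). With metformin, camera called complex I (median 0.17, adjusted p = 4.8e-05) and bile acid genes (0.18, 0.00587) higher. It also called cell cycle genes (0.30, 0.0273), further from NC, and lipoprotein secretion (0.12, 0.0146). With an estimated correlation none was called (adjusted p = 0.575, 0.503, 0.631 and 0.575). Without MCD+HF+Met replicate 4, the cell cycle and lipoprotein calls were lost (0.124 and 0.168).

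Single arrays stood far from the other 3 of their group in the values that follow. NC replicate 4 had signals of 4265 for C9, 61.7 for Fabp7, 406 for Gldc and 1164 for Srebf1. Its list means relative to NC were 0.25 for fatty acid synthesis and -0.0723 for the cell cycle. NC replicate 3 had a Cidea signal of 6.3 and a first component score of -25.5. NC replicate 1 had a Krt19 signal of 24.8 and a cholangiocyte list mean of 0.41. NC replicate 2 had a Gapdh 3' to 5' ratio of 0.692. MCD+HF replicate 1 had an Hsd3b5 signal of 18.9 and a lipid droplet list mean of 1.10. MCD+HF replicate 3 had list means of 0.33 for MHC class II and -3.63 for male-biased genes. MCD+HF+Met replicate 2 had a neutrophil list mean of 0.46. MCD+HF+Met replicate 3 had signals of 125 for Cyp4a12a and 74.0 for Timp1 and a lipid droplet list mean of 0.95. MCD+HF+Met replicate 4 had a Scd1 signal of 1324 and a female-biased list mean of 2.26.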

How the results depend on the processing

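The settings with linear signals or unit SD and the permutation test on list means were chosen after the results were seen. Of 181 alternative values of the main results, 152 stayed within 1.5-fold (counts) or within the SD between mice (other values) and kept their direction, 24 moved further and 5 reversed; of 2078 for single genes and lists, 1926 kept their call, 104 lost it, 45 gained it and 3 reversed. Probe sets changed by metformin (786) numbered 476 with no filter, 8 by the methods' t-test after adjustment (4053 before it), and 254 to 703 leaving out 1 array (254 without MCD+HF replicate 2, 297 without MCD+HF+Met replicate 2). The diet's count (9998) was 8580 to 9469, that of MCD+HF+Met against NC (9057) 7917 to 8950 and that of the methods' rule (898) 753 to 1024 leaving out 1 array, the last also 495 with an offset of 32. The clustering difference (0.218) reversed without NC replicates 1 to 4 (-0.0633, -0.0693, -0.0639 and -0.0605; range over all arrays -0.0693 to 0.520, the latter without MCD+HF replicate 2) and at unit SD (-0.286). It was 0.759 over all probe sets tested, 0.996 over those called in any comparison, 0.472 with the set chosen without the array placed (MCD+HF+Met arrays only), 4.32 by Euclidean distance, 0.932 on linear signals and 0.00586 without centring. The place on the first component (42.1%) was 37.0 with an offset of 0, 37.5 with the stricter filter, 11.4 over all probe sets tested, 11.3 over those called in any comparison, 37.3 with the set chosen without the array, 17.0 on linear signals, 69.7 at unit SD and 37.0 to 45.3 leaving out 1 array. The return toward chow (15.5%) was 14.1 to 17.1 leaving out 1 array. With a correlation estimated per list, the lists called fell from 15 to 0 (metformin), from 19 to 1 (diet) and from 17 to 1 (MCD+HF+Met against NC); fry, which tests against no change, called 6 (5 of the 15 and 1 other), 24 and 22; leaving out 1 array gave 12 to 17, 19 to 20 and 16 to 18. Relative to other genes, cholesterol synthesis with metformin, not called and with a median near 0, turned to lower without MCD+HF+Met replicate 1 (median -0.249; leaving out 1 array -0.249 to 0.1197), and under quantile normalization the medians of beta-oxidation (0.277) and lipoprotein secretion (0.0157) with the diet reversed.

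The replicate numbers do not pair the mice: deviations of MCD+HF and MCD+HF+Met mice with the same number correlated at 0.117, 0.00914, -0.00427 and 0.251, and not every mouse correlated best with its own number. With the replicate block, 725, 9940 and 8978 probe sets were called in the 3 comparisons and 710 by the methods' rule.

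In other splits of the 8 arrays of each comparison into 4 and 4 (35 splits, the real one included), chance can be excluded for the count with metformin (786, highest other 22), with the diet (9998, highest other 0), for MCD+HF+Met against NC (9057, highest other 12) and for the methods' rule (898, highest other 357), where 1 split, the real one, gave as many. It cannot be excluded for the number of lists that camera called with metformin, 15 with a highest other of 19 (10 splits gave as many). For the diet (19, highest other 21, 4 splits) and MCD+HF+Met against NC (17, highest other 18, 7 splits) the other splits giving as many all kept 3 mice of a group together, and so part of the real difference, while splits that exchanged 2 mice called at most 14 and 8; this count therefore leaves chance undecided there. In the exact two-sided permutation test on list means, 24 and 23 of the 36 lists kept these groups fully apart, where chance gives 1.03. The smallest adjusted p of this exact permutation test was 0.0429 and 0.0447. Each of these lists had the smallest unadjusted value that 4 mice against 4 allow, so the number of tied lists set the adjusted values. All lists of a comparison also rest on the same 8 arrays. The adjusted values therefore cannot decide on chance for these lists.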

Differences from the paper's values

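Besides the settings set before the data were examined, unit SD and linear signals in the clustering and principal components were chosen only after the results were seen. By real-time PCR, the paper reports Fas (fatty acid synthase) mRNA at 60% of the MCD+HF level; on the arrays the signal of Fasn with metformin was 103% of it. Of the alternatives set before the data were examined, the values with quantile normalization and without MCD+HF replicates 1 or 2 or MCD+HF+Met replicate 4 also differ, while those without MCD+HF replicates 3 or 4 or MCD+HF+Met replicates 1, 2 or 3 lie within the spread between mice. Cyp2e1 was at 55% in the paper and at 111% on the arrays, and it differs under all of these alternatives. The arrays and real-time PCR are different assays, and the mice were not shown to be the same. For Col1a2 both are close, with 56% in the paper and 59.6% here. The methods' rule, without its change calls, gave 898 probe sets, or 608 genes, against the paper's 792 genes. Set as probe sets beside the paper's genes, the count is over 1.5-fold away with an offset of 0 (1277) or 32 (495), with no filter (1234) and on linear signals (1238), and within 1.5-fold with the other alternatives (600 to 1024).

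In Fig. 3A the metformin group joins normal chow, whereas here it joined MCD+HF (difference 0.218) in a near tie. Leaving out any NC array (-0.0693 to -0.0605) or, as chosen after seeing the values, scaling to unit SD (-0.286) gave the grouping of the figure. In Fig. 3B the metformin group lies near normal chow on the first component, and here it lay 42.1% of the way. Over all probe sets tested it lay 11.4% of the way, and over those called in any comparison 11.3%. With the settings chosen after seeing the values, it lay 69.7% of the way at unit SD and 17.0% on linear signals.

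Over the 45 measured genes of Table 2, 12 of the 15 listed as raised only had positive changes and all 27 listed as lowered only had negative ones. The exceptions lie in a single pathway of Table 2, the inhibition of RXR function by LPS and IL-1: it lists Abcc4, Fmo2 and Fabp4 as raised, and their log2 changes here were -0.83, -0.85 and -1.31. For Tnfrsf1b, Lbp and Gstt1 that pathway gives the opposite direction to the table's other pathways, and here they were at -0.68, 0.91 and 0.33, each with the sign that the other pathways give. The paper names Hgf, Ctgf, the Timp genes and Igfbp3 as lowered; of these Timp3 was called here, and Hgf (-0.47), Ccn2 (-0.64), Timp1 (0.07), Timp2 (-0.68) and Igfbp3 (-0.46) were not. By the unadjusted methods' t-test Hgf, Igfbp3 and Timp2 pass its threshold, and Timp2 is also called with an offset of 32 (adjusted p = 0.0385), with quantile normalization (0.0498) and on 2 other probe sets, in a range of 0.0183 to 0.309. The paper reports no significant alteration of the SREBP1c pathway; Srebf1 was not called here by limma (adjusted p = 0.0691) but met the methods' rule, and the list of fatty acid synthesis and SREBP1c targets was called higher by camera (median 0.11, adjusted p = 0.00932; adjusted p = 0.575 with an estimated correlation, in a range of 9.1e-04 to 0.575).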

Other observations

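None of the tests in this part was chosen after the results were seen. The beta-actin ratio, a sign of RNA quality, also differed between MCD+HF and NC mice (1.54 against 1.73). That of Gapdh was level between them (0.699 against 0.710). The MCD+HF diet itself remade the liver's transcripts far more than metformin did, with 43.8% of the probe sets changed against NC. Scd1, which makes monounsaturated fatty acids, dropped from a signal of 12641 ± 1069 (SD, n = 4 mice) to 150 ± 71.6 (log2 change -6.42, adjusted p = 2.8e-08 from limma). Pdk4, which holds back the oxidation of glucose, rose from 36.8 ± 8.31 to 3777 ± 1074 (log2 change 6.31, adjusted p = 5.9e-11). Cidec, which enlarges lipid droplets, rose by 4.77 (adjusted p = 2.7e-11), and Afp, the fetal albumin-like protein, by 4.75 (adjusted p = 8.6e-08). Epcam and Krt19, markers of bile duct cells, rose by 3.33 (adjusted p = 6.0e-08) and 2.07 (adjusted p = 3.6e-05).

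Genes that differ between the sexes in mouse liver moved to the female pattern on the diet. Hsd3b5, a steroid enzyme of male liver, dropped from 2895 ± 379 to 10.4 ± 5.66 (log2 change -7.18, adjusted p = 1.7e-12), Slco1a1, a transporter of organic anions, by 6.23 (adjusted p = 5.9e-11) and Elovl3, a fatty acid elongase, by 3.58 (adjusted p = 1.8e-08). Cyp2b9, a cytochrome P450 of female liver, rose from 15.1 ± 3.18 to 727 ± 156 (adjusted p = 2.4e-11). Of the 14 male-biased genes 14 were lower (14 adjusted over the list alone; camera, adjusted p = 4.9e-15; adjusted p = 0.00158 with an estimated correlation), and of the 10 female-biased genes 9 were higher (9 adjusted over the list alone; adjusted p = 2.4e-05; adjusted p = 0.0552 with an estimated correlation). Neither list was called with metformin (camera, adjusted p = 0.921 for male-biased and 0.995 for female-biased genes).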
